# The *Firre* locus produces a *trans*-acting RNA molecule that functions in hematopoiesis

**DOI:** 10.1038/s41467-019-12970-4

**Published:** 2019-11-13

**Authors:** Jordan P. Lewandowski, James C. Lee, Taeyoung Hwang, Hongjae Sunwoo, Jill M. Goldstein, Abigail F. Groff, Nydia P. Chang, William Mallard, Adam Williams, Jorge Henao-Meija, Richard A. Flavell, Jeannie T. Lee, Chiara Gerhardinger, Amy J. Wagers, John L. Rinn

**Keywords:** Stem cells, Gene expression, Cytokines, Lymphopoiesis, Long non-coding RNAs

## Abstract

RNA has been classically known to play central roles in biology, including maintaining telomeres, protein synthesis, and in sex chromosome compensation. While thousands of long noncoding RNAs (lncRNAs) have been identified, attributing RNA-based roles to lncRNA loci requires assessing whether phenotype(s) could be due to DNA regulatory elements, transcription, or the lncRNA. Here, we use the conserved X chromosome lncRNA locus *Firre*, as a model to discriminate between DNA- and RNA-mediated effects in vivo. We demonstrate that (i) *Firre* mutant mice have cell-specific hematopoietic phenotypes, and (ii) upon exposure to lipopolysaccharide, mice overexpressing *Firre* exhibit increased levels of pro-inflammatory cytokines and impaired survival. (iii) Deletion of *Firre* does not result in changes in local gene expression, but rather in changes on autosomes that can be rescued by expression of transgenic *Firre* RNA. Together, our results provide genetic evidence that the *Firre* locus produces a *trans*-acting lncRNA that has physiological roles in hematopoiesis.

## Abstract (web summary)

LncRNA loci potentially contain multiple modes that can exert function, including DNA regulatory elements. Here, the authors generated genetic models in mice to dissect the role of the syntenically conserved lncRNA Firre in the context of hematopoiesis.

## Introduction

Transcription occurs at thousands of sites throughout the mammalian genome. Many of these sites are devoid of protein-coding genes and instead contain long noncoding RNAs (lncRNAs). While lncRNA loci have been implicated in a variety of biological functions, comparatively few lncRNA loci have been genetically defined to have RNA-based roles. Indeed, deletions of entire lncRNA loci have uncovered a number of in vivo phenotypes^1–5^; however, this approach alone is confounded because in addition to the lncRNA transcript, lncRNA loci can also exert function through DNA regulatory elements^6–8^, the promoter region^9^, as well as by the act of transcription^10,11^. Thus, attributing RNA-based role(s) to lncRNA loci requires testing whether other regulatory modes potentially present at the locus have molecular activity that could contribute to phenotypic effects^3,12,13^.

In this study, we use the functional intergenic repeating RNA element, (*Firre*) locus as a model to discriminate between DNA- and RNA-mediated effects in vivo. We selected this locus for our study because it is syntenically conserved in a number of mammals, including human^14–17^, and because studies have reported diverse biological and molecular roles. Early characterization of the *FIRRE* locus in human cell lines identified it as a region that interacts with the X-linked macrosatellite region, *DXZ4*, in a CTCF-dependent manner^18–21^. Further analyses of the *Firre* locus demonstrated that it produces a lncRNA that escapes X-inactivation^15,22–24^, although it is predominately expressed from the active X chromosome^21,25^. Studies using cell culture models suggest that the *Firre* locus has biological roles in multiple processes, including adipogenesis^26^, nuclear architecture^15,19,21^, and in the regulation of gene expression programs^15,27^. In addition, there is some evidence for roles of the *FIRRE* locus in human development and disease^28–31^. Collectively, these studies demonstrate the diverse cellular and biological functions for the *Firre* locus. However, the biological roles of *Firre* as well as disentangling DNA- and RNA-mediated function(s) for the *Firre* locus have not been explored in vivo.

Using multiple genetic approaches, we describe an in vivo role for the *Firre* locus during hematopoiesis. We report that *Firre* mutant mice have cell-specific defects in hematopoietic populations. Deletion of *Firre* is accompanied by significant changes in gene expression in a hematopoietic progenitor cell type, which can be rescued by induction of *Firre* RNA from an autosomal transgene within the *Firre* knockout background. Mice overexpressing *Firre* have increased levels of pro-inflammatory cytokines and significantly impaired survival upon exposure to lipopolysaccharide (LPS). Finally, the *Firre* locus does not contain *cis*-acting RNA or DNA elements (including the promoter) that regulate neighboring gene expression on the X chromosome (nine biological contexts examined), suggesting that *Firre* does not function in *cis*. Collectively, our study provides evidence for a *trans*-acting RNA-based role for the *Firre* locus that, thus far, has physiological importance for hematopoiesis.

## Results

### The *Firre* locus produces an abundant lncRNA

We first sought to investigate the gene expression properties for *Firre* RNA in vivo. To determine potential spatial and temporal aspects of *Firre* RNA expression during development, we performed in situ hybridization in wild-type (WT) mouse embryos (E8.0–E12.5). Notably, we detected *Firre* RNA in many embryonic tissues, including the forebrain, midbrain, pre-somitic mesoderm, lung, forelimb, hindlimb, liver, and heart (Fig. 1a). Since noncoding RNAs have been described to be generally expressed at lower levels compared with protein-coding genes^32–35^, we determined the relative abundance of *Firre* RNA in vivo. We performed RNA-seq on eight different WT embryonic tissues and plotted the expression of noncoding and coding transcripts. Consistent with previous reports^32–35^, we observed that noncoding transcripts were generally less abundant than protein-coding transcripts (Fig. 1b). Despite most lncRNAs being expressed at low levels, we found that *Firre*, like *Malat1* (refs^36–38^), is an abundant transcript (Fig. 1b). Next, since *Firre* is located on the X chromosome and escapes X-inactivation^15,22–24^, we investigated whether *Firre* has different expression levels in male and female WT tissues. While levels of *Firre* RNA varied across embryonic tissue types, within individual tissues, male and female samples exhibited similar expression levels of *Firre*, despite escaping X-inactivation (Fig. 1c).

**Fig. 1:**
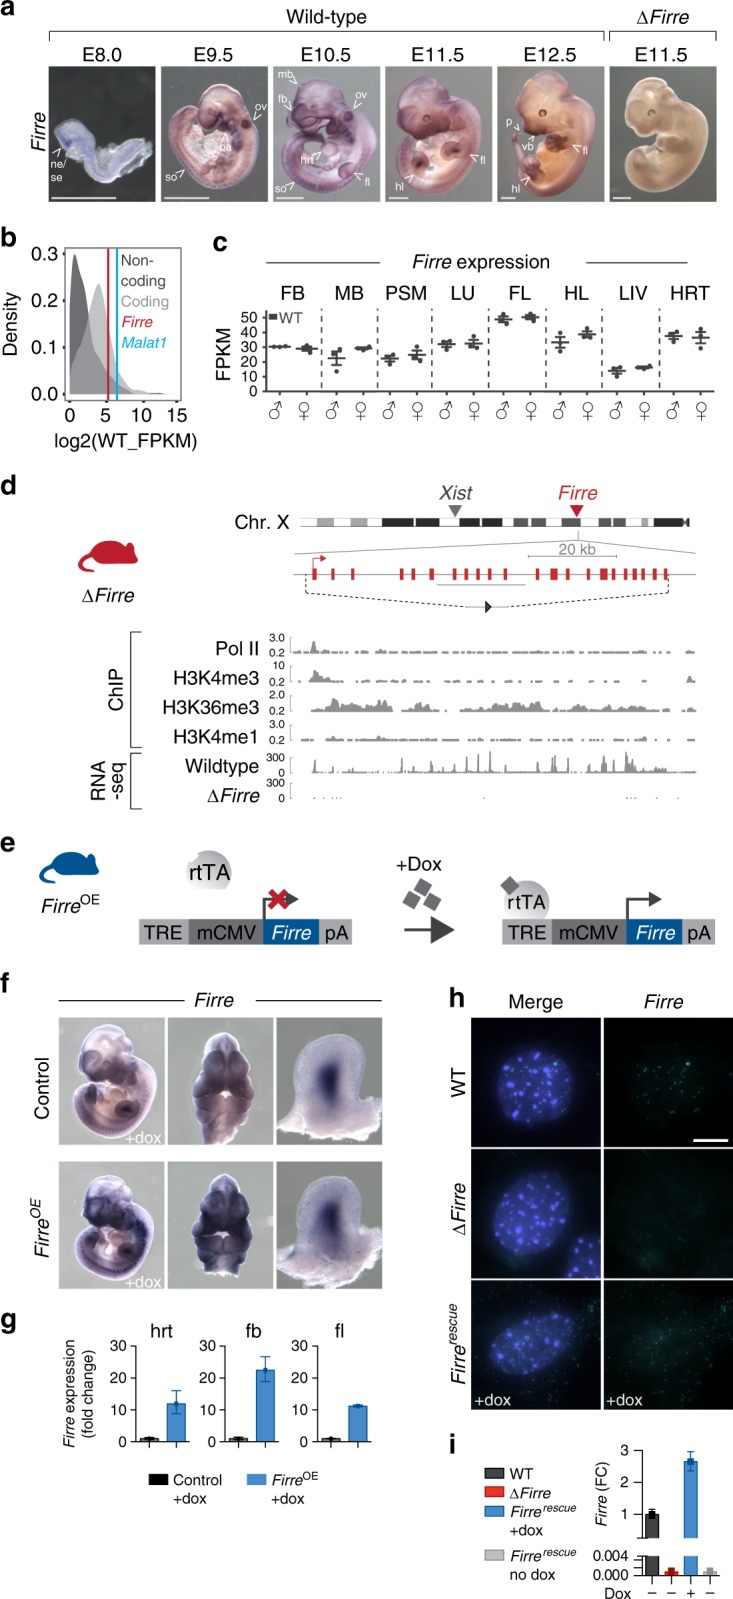
Mouse models to interrogate the in vivo function of *Firre*. **a** Whole-mount in situ hybridization for *Firre* RNA in WT mouse embryos at E8.0 (*n* = 4), E9.5 (*n* = 4), E10.5 (*n* = 5), E11.5 (*n* = 6), E12.5 (*n* = 4), and ∆*Firre* E11.5 embryos (*n* = 3). Scale bar equals 1 mm. **b** Distribution of transcript abundances for protein-coding (light gray) and noncoding (dark gray) genes in WT E11.5 heart tissue (representative tissue shown from seven additional tissues). Vertical lines indicate *Firre* (red) and *Malat1* (blue). **c** Expression of *Firre* shown as fragments per kilobase of transcript per million mapped reads (FPKM) from RNA-seq in E11.5 WT male (*n* = 3) and female (*n* = 3) forebrain (FB), midbrain (MB), pre-somitic mesoderm (PSM), lung (LU), forelimb (FL), hindlimb (HL), liver (LIV), and heart (HRT). The data shown as mean ± standard error of the mean (SEM). **d** *Firre* knockout mouse (red). Schematic of mouse X chromosome ideogram showing the *Firre* locus relative to *Xist*. UCSC genome browser diagram of the *Firre* locus (shown in opposite orientation). Dashed lines indicate the genomic region that is deleted in ∆*Firre* mice; single loxP scar upon deletion (gray triangle). Histone modifications and transcription factor binding sites in mouse embryonic stem cells (mESC-Bruce4, ENCODE/LICR, mm9). RNA-seq tracks for the *Firre* locus in WT and ∆*Firre* E11.5 forelimbs. **e** Schematic of doxycycline (dox)-inducible *Firre* overexpression mouse (*Firre*^*OE*^). Tet-responsive element (TRE), minimal CMV promoter (mCMV), reverse tetracycline transcriptional activator (*rtTA*), and β-globin polyA terminator (pA). **f** In situ hybridization for *Firre* at E11.5 in control (WT or tg(*Firre*) +dox) (*n* = 4) and *Firre*^*OE*^ +dox (*n* = 3) embryos. **g** qRT-PCR for *Firre* expression shown as fold change (FC) in dox-treated E11.5 control and *Firre*^*OE*^ hrt, fb, and fl. **h** RNA FISH for *Firre* in male WT, ∆*Firre*, and *Firre*^rescue^ MEFs. DAPI (blue) marks the nucleus and *Firre* RNA is shown in green. Scale bar equals 10 µm. **i** qRT-PCR for *Firre* expression shown as FC in male WT, ∆*Firre*, *Firre*^rescue^ +dox, and *Firre*^rescue^ no dox MEFs. Expression normalized to β-actin in the control or WT sample. The data plotted as mean ± CI at 98%. Source data are provided in the Source Data file

### *Firre* knockout and overexpression mice are viable and fertile

To investigate the in vivo role of *Firre* and assess DNA- and RNA-mediated effects, we generated both *Firre* loss-of-function and *Firre* overexpression mice. To delete the *Firre* locus in vivo, we generated a mouse line containing a floxed allele (*Firre*^floxed^) from a previously targeted mouse embryonic stem cell line^15^ and mated to a CMV-Cre deleter mouse^39^. This produced a genomic deletion (81.8 kb) that removed the entire *Firre* gene body and promoter (henceforth called ∆*Firre*) (Fig. 1d). We confirmed the deletion of the *Firre* locus by genotyping (Supplementary Fig. 1) and examined *Firre* RNA expression. As expected, we did not detect *Firre* RNA in ∆*Firre* embryos by whole-mount in situ hybridization or by RNA-seq (Fig. 1a, d).

Since *Firre* is found on the X chromosome, we first sought to determine if deletion of the locus had an effect on the expected sex ratio of the progeny. Matings between ∆*Firre* mice produced viable progeny and had a normal frequency of male and female pups (Supplementary Table 1) that did not exhibit overt morphological, skeletal, or weight defects (Supplementary Fig. 2). Moreover, deletion of *Firre* did not impact expression levels of *Xist* RNA in embryonic tissues or perturb *Xist* RNA localization during random X chromosome inactivation (XCI) in mouse embryonic fibroblasts (MEFs) (Supplementary Fig. 3A–C).

Because the ∆*Firre* allele removes the entire gene body, this model does not allow us to distinguish between DNA- and RNA-mediated effects. Therefore, in order to be able to investigate the role of *Firre* RNA, we generated a doxycycline (dox)-inducible *Firre* overexpression mouse. This mouse model was engineered to contain a *Firre* cDNA downstream of a tet-responsive element (henceforth called tg(*Firre*)), and was mated to mice that constitutively express the reverse tetracycline transcriptional activator (*rtTA*) gene (combined alleles henceforth called *Firre*^OE^) (Fig. 1e). This approach enabled systemic induction of *Firre* RNA in a temporally controllable manner by the administration of dox. Moreover, by combining the *Firre*^OE^ and ∆*Firre* alleles (henceforth called *Firre*^rescue^), we could test whether *Firre* RNA expression alone is sufficient to rescue phenotypes arising in the ∆*Firre* mice, thereby distinguishing DNA- and RNA-based effects.

To confirm expression of transgenic *Firre* RNA, tg(*Firre*) females were mated with *rtTA* males and placed on a dox diet the day a copulatory plug was detected, and embryos were collected at E11.5 for analyses. Compared with sibling control embryos, we detected increased *Firre* RNA in *Firre*^OE^ embryos by whole-mount in situ hybridization (Fig. 1f) and by quantitative reverse transcription-PCR (qRT-PCR) (heart, 16-fold; forebrain, 26.6-fold; and forelimb, 11.5-fold) (Fig. 1g). Moreover, matings between tg(*Firre*) and *rtTA* mice fed a dox diet produce viable progeny that overexpress *Firre* at expected male and female frequencies (Supplementary Table 1).

*Firre* RNA has been reported to be largely enriched in the nucleus of mouse embryonic stem cells (mESCs)^15,40^, neuronal precursor cells^39^, and HEK293 cells^17^, and also has been reported in the cytoplasm of a human colon cell line^27^. Thus, we investigated the subcellular localization of *Firre* in the genetic models using RNA fluorescent in situ hybridization (RNA FISH). In contrast to ∆*Firre* MEFs, we detected pronounced localization of *Firre* RNA in the nucleus of WT MEFs (Fig. 1h). In dox-treated *Firre*^rescue^ MEFs, which only produce *Firre* RNA from the transgene, we detected *Firre* RNA in both the nucleus and cytoplasm (Fig. 1h), which corresponded to approximately a 2.7-fold increase in *Firre* RNA relative to WT (Fig. 1i). Notably, the *Firre*^rescue^ transgenic model showed both nuclear and cytoplasmic localization of *Firre*, suggesting a threshold level control for nuclear localized *Firre*.

### Tissue-specific gene dysregulation in ∆*Firre* tissues

Given the broad expression profile of *Firre* RNA (Fig. 1a), we took an initial unbiased approach to explore the potential biological roles for the *Firre* locus, and performed poly(A)+ RNA-seq on eight E11.5 tissues from WT and ∆*Firre* embryos (forebrain, midbrain, heart, lung, liver, forelimb, hindlimb, and pre-somitic mesoderm). As expected, *Firre* expression was not detected in any of the ∆*Firre* tissues (Supplementary Data 1–8). Deletion of *Firre* was accompanied by significant changes in gene expression in all tissues examined (>1 FPKM, FDR<0.05) (Fig. 2a, b; Supplementary Data 1–8).

**Fig. 2:**
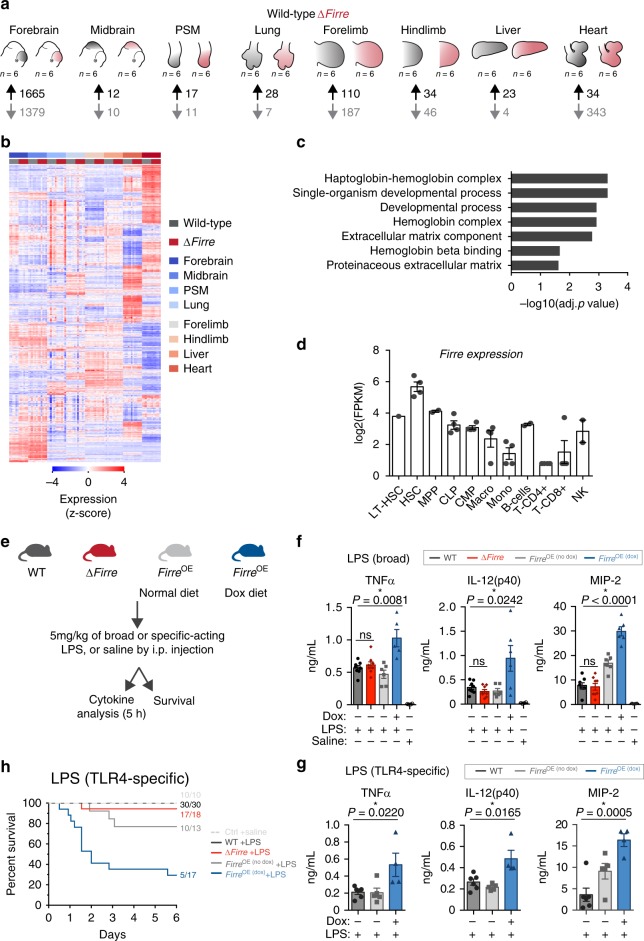
Modulation of *Firre* impacts genes with roles in the blood. **a** Schematized E11.5 tissues used for RNA-seq. WT (*n* = 6) shown in black, and ∆*Firre* (*n* = 6) shown in red. The number of differentially expressed genes shown below each tissue. **b** Heatmap of replicate embryonic tissues. **c** GO analysis for genes found dysregulated in four or more tissues. **d** *Firre* expression across multiple mouse blood cell lineages (RNA-seq data from bloodspot.eu, GSE60101). **e** Experimental approach for cytokine and survival experiments. **f** Cytokine measurements in serum at 5 h post intraperitoneal (i.p.) injection of 5 mg/kg LPS (broad acting) in WT (*n* = 8), ∆*Firre* (*n* = 8), *Firre*^OE^ control diet (*n* = 6), *Firre*^OE^ dox diet (*n* = 5–6), and saline-injected WT (*n* = 2) and ∆*Firre* (*n* = 2) (two independent experiments shown). **g** Cytokine measurements in serum at 5 h post i.p. injection of 5 mg/kg LPS (specific acting) in WT (*n* = 6), *Firre*^OE^ control diet (*n* = 5), *Firre*^OE^ dox diet (*n* = 4). Cytokine data are plotted as mean ± SEM, and significance determined by an unpaired two-tailed *t* test. **h** 6-day survival plot of mice injected with 5 mg/kg LPS (specific acting) in WT (*n* = 30), ∆*Firre* (*n* = 18), *Firre*^OE^ control diet (*n* = 13), and *Firre*^OE^ dox diet (*n* = 17) or saline control group (*n* = 10) consisting of WT, ∆*Firre*, and *Firre*^OE^ mice over two independent experiments. Statistical difference determined by a by a Mantel–Cox test with *P* < 0.05 deemed significant. Source data are provided in the Source Data file

Across these eight tissues, we identified a total of 3910 significantly differentially expressed genes, of which 271 genes were differentially expressed in two or more tissues (Supplementary Data 1–8). Interestingly, gene ontology (GO) analysis of the commonly dysregulated genes showed that deletion of the *Firre* locus affected genes involved in hemoglobin regulation and general blood developmental processes (Fig. 2c). We therefore analyzed publicly available mouse RNA-seq data sets, and found that *Firre* is expressed across many blood cell types and note that expression is found highest in hematopoietic stem cells (HSCs)^41^ and then decreases in conjunction with hematopoietic differentiation^42^ (Fig. 2d). Based on this information, we narrowed our investigation to evaluate potential roles for *Firre* in the blood system, and leveraged the genetic mouse models to test DNA- and RNA-mediated effects.

### LPS potentiates the innate immune response in *Firre*^OE^ mice

*Firre* is expressed in many innate immune cell types (Fig. 2d). Cell-based approaches have shown that *Firre* can be transcriptionally upregulated upon exposure to lipopolysaccharide (LPS) and can modulate the levels of inflammatory genes in a human colorectal adenocarcinoma cell line (SW480)^27^, mouse macrophage cell line (RAW264.7)^27^, as well as in an injury model using cultured primary rat microglial cells^30^. Thus, we hypothesized that dysregulation of *Firre* might alter the inflammatory response in vivo and reasoned that investigating the inflammatory response in *Firre* loss- and gain-of-function mice could provide insight into the DNA- and RNA-mediated effects of *Firre*. To test this, we employed a commonly used endotoxic shock model by administering LPS intraperitoneally to cohorts of WT, ∆*Firre*, *Firre*^OE^ no dox, and dox-fed *Firre*^OE^ mice in order to stimulate signaling pathways that regulate inflammatory mediators^43^ (Fig. 2e).

We administered two different LPS preparations, one which broadly stimulates the pattern recognition receptors toll-like receptors (TLR) 2, 4, and nitric oxide synthase, and an ultrapure LPS preparation that specifically stimulates TLR4 (refs^44–46^). At 5 h post LPS injection, we measured serum cytokine levels. Notably, we observed that *Firre*^OE^ dox-fed mice administered broad-acting LPS had significantly higher levels of inflammatory cytokines, including TNFα, IL12-p40, and MIP-2 compared with WT (Fig. 2f). In contrast, we did not observe a significant difference for these cytokines in LPS-treated ∆*Firre* mice (Fig. 2f). Consistent with the increased cytokine response using broad-acting LPS, dox-fed *Firre*^OE^ mice administered TLR4-specific-acting LPS also had significantly higher levels of TNFα, IL12-p40, and MIP-2 compared with WT (Fig. 2g), albeit at lower serum concentrations compared with the broad-acting LPS (Fig. 2f, g). In addition, we confirmed that overexpressing *Firre* RNA alone (without LPS) does not result in increased serum levels of TNFα, IL12-p40, and MIP-2 (Supplementary Fig. 4).

Because increased levels of TNFα is a hallmark of endotoxic shock^47–49^, we next tested whether the levels of *Firre* RNA had an impact on survival following LPS treatment. We administered 5 mg/kg of TLR4-specific-acting LPS to WT (*n* = 30), ∆*Firre* (*n* = 18), *Firre*^OE^ no dox (*n* = 13), and *Firre*^OE^ dox-fed (*n* = 17) mice, as well as a saline control group and monitored for 6 days. At this dose, across two independent cohorts, dox-treated *Firre*^OE^ mice showed a significantly higher susceptibility to LPS compared with WT mice (*P*<0.0001, Mantel–Cox) and uninduced *Firre*^OE^ animals (*P* = 0.0063, Mantel–Cox) (Fig. 2h). Whereas ∆*Firre* mice did not show a significant difference in the level of susceptibility to LPS (*P* = 0.1967, Mantel–Cox test) (Fig. 2h). Collectively, these results indicate that endogenous *Firre* does not appear to be necessary for a physiological inflammatory response to LPS, but that ectopic levels of *Firre* RNA can modulate this inflammatory response in vivo independent of genomic context, consistent with an RNA-based role for *Firre*.

### *Firre* mice have cell-specific hematopoietic phenotypes

Having observed an effect of *Firre* in regulating gene expression and accentuating the inflammatory response, we further investigated the role of *Firre* in hematopoiesis (Fig. 3a). We first examined cell populations in the peripheral blood in ∆*Firre* mice and observed a modest but significant reduction in the frequencies of CD4 and CD8 T cells, whereas the frequencies of B and NK cells were unaffected compared with WT (Fig. 3b; Supplementary Fig. 5A). To investigate the cause of this reduction, we examined the thymus (to assess for a defect in T-cell development) and the bone marrow (to assess for a defect in hematopoietic progenitor cells). There was no block in thymic development in ∆*Firre* mice, as normal frequencies of cells were observed at each developmental stage (Supplementary Fig. 5B, upper panels). However, we noticed that the absolute number of cells was generally lower in ∆*Firre* mice at every developmental stage, suggestive of a pre-thymic defect in progenitor development (Supplementary Fig. 5B, lower panels). Consistent with this, in the bone marrow compartment, we observed a significant reduction in both the frequency and number of the common lymphoid progenitors (CLPs) (lineage(lin)^−^Sca1^lo^c-Kit^lo^IL7Rα^+^), a hematopoietic progenitor cell type, in ∆*Firre* mice (Fig. 3b; Supplementary Fig. 5C).

**Fig. 3:**
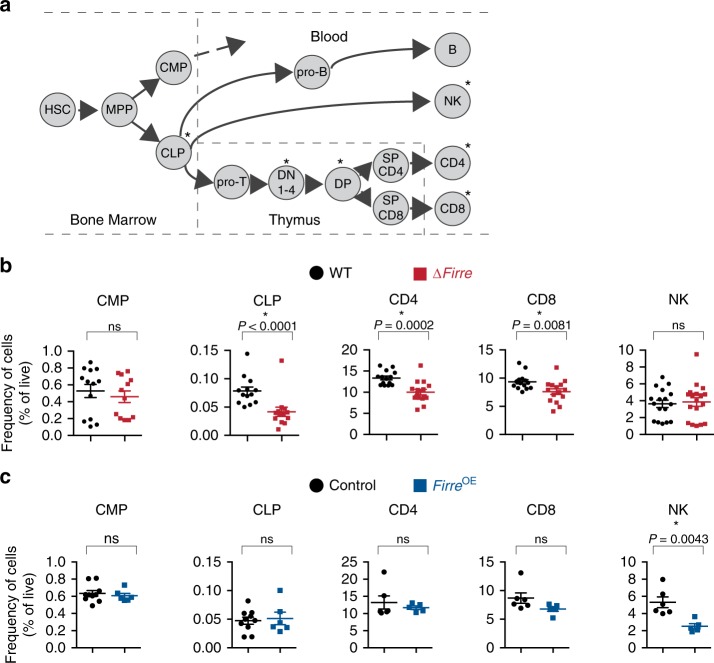
∆*Firre and Firre*^OE^ mice have cell-specific hematopoietic phenotypes. **a** Schematic of hematopoiesis. **b** Frequencies of common myeloid progenitors (CMP) and common lymphoid progenitors (CLP) in the bone marrow shown from WT (*n* = 13, black circles) and ∆*Firre* (*n* = 12-13, red squares) mice. Two representative experiments combined (three independent experiments). Frequencies of CD4 and CD8 cells from the peripheral blood from WT (*n* = 14) and ∆*Firre* (*n* = 15) mice. Frequency of NK cells from the peripheral blood from WT (*n* = 17) and ∆*Firre* (*n* = 18) mice. Three representative experiments combined (seven independent experiments). **c** Frequencies of CMPs and CLPs from the bone marrow from control (tg(*Firre*) or WT or rtTA with dox) (*n* = 10, black circle) and *Firre*^OE^ +dox (*n* = 6, blue square) mice. One representative experiment is shown (two independent experiments). Frequencies of CD4, CD8, and NK cells from the peripheral blood from control (WT or tg(*Firre*) or rtTA with dox) (*n* = 6, black circle) and *Firre*^OE^ +dox (*n* = 5, blue square) mice. One representative experiment is shown (three independent experiments). Cell frequencies determined by flow cytometry analysis. The data are plotted as percent (%) of live cells showing the mean ± SEM, and statistical significance determined by a two-tailed Mann–Whitney U test. Source data are provided in the Source Data file

To assess whether the observed defect in hematopoiesis could be due to a progenitor-intrinsic effect of *Firre* deficiency, we performed a competitive chimera transplant assay using an HSC-enriched population. We isolated an HSC-enriched population (lin^–^Sca1^+^c-Kit^+^CD34^+/−^CD135^−^) from WT (CD45.2), ∆*Firre* (CD45.2), and congenic WT (CD45.1), and then separately mixed WT (CD45.2) or ∆*Firre* (CD45.2) cells at an equal ratio with congenic WT (CD45.1). We then transplanted this cell mixture into lethally irradiated CD45.1 recipient mice (Supplementary Fig. 6A, B) and assessed the long-term reconstitution ability of WT and ∆*Firre* HSCs to repopulate blood cell lineages in vivo. We observed that ∆*Firre*/CD45.2-donors had significant reductions in the frequencies of CD4 and CD8 T cells, B cells, and NK cells in the peripheral blood of recipient mice compared with WT/CD45.2-donors (*P* = 0.0028, *P* = 0.0051, *P* = 0.0114, *P* = 0.0068, respectively, two-tailed Mann–Whitney U), indicating that ∆*Firre*-donors were markedly outcompeted at repopulating the blood (Supplementary Fig. 6C). Together, these data are consistent with a progenitor-intrinsic role for *Firre* in hematopoiesis.

In contrast to the ∆*Firre* model, mice overexpressing *Firre* RNA in the WT background (*Firre*^OE^) had normal frequencies of CD4, CD8, and B cells, but had a significant reduction in the frequency of NK cells in the peripheral blood compared with control mice (Fig. 3c; Supplementary Fig. 5D). A decrease in the frequency of NK cells in dox-fed *Firre*^rescue^ mice, where only *Firre* RNA from the transgene is expressed, was also observed (Supplementary Fig. 7). In the bone marrow of dox-fed *Firre*^OE^ mice, we did not observe significant changes in the frequencies of HSC, multipotent progenitor (MPP), common myeloid progenitor (CMP), or CLPs compared with control samples (Fig. 3c; Supplementary Fig. 5E). Taken together, these results identify cell type-specific defects during hematopoiesis, whereby alterations of *Firre* impact the ratios and numbers of particular blood cells produced during hematopoiesis.

### *Firre* RNA has a *trans*-acting role in vivo

Next, we wanted to further investigate the DNA- and RNA-mediated effects of the *Firre* locus using a cell type that was dysregulated in the ∆*Firre* immunophenotyping analysis. We selected to use the CLP as a model, because this was the earliest hematopoietic defect identified and because *Firre* is highly expressed in this progenitor cell type. Therefore, further investigation could provide insight into the physiological effects of modulating *Firre* in a progenitor cell population. Because the ∆*Firre* mouse contains a deletion that removes all potential DNA regulatory elements, the lncRNA, and the promoter (thus removing the act of transcription), this mouse model does not allow us to distinguish between DNA- and RNA-mediated effects.

To directly test whether the decrease in the frequencies of CLPs observed in the ∆*Firre* mice is mediated by an RNA-based mechanism, we reasoned that overexpressing *Firre* RNA in the ∆*Firre* background would enable to test for an RNA-mediated role. To this end, we generated multiple cohorts of mice that contained the *Firre*^OE^ alleles in the ∆*Firre* background (*Firre*^rescue^) and induced transgenic *Firre* RNA expression by placing mice on a dox-diet. From multiple cohorts of WT, ∆*Firre*, and dox-fed *Firre*^rescue^ mice, we assessed CLP frequency by flow cytometry in total bone marrow and lineage-depleted bone marrow (to enrich for hematopoietic non-lineage committed cells).

Consistent with the previous data (Fig. 3b), we also observed a significant decrease in the frequency of CLPs in total bone marrow from ∆*Firre* mice (*n* = 17, mean CLP frequency = 0.0532) compared with WT mice (*n* = 16, mean CLP frequency = 0.0829) (Fig. 4b) and in lineage-depleted bone marrow from ∆*Firre* mice (*n* = 9, mean CLP frequency = 0.3011) compared with WT (*n* = 9, mean CLP frequency = 0.2167) (Supplementary Fig. 8A, B). In contrast, dox-fed *Firre*^rescue^ mice which only expressed transgenic *Firre* RNA, we observed that the frequency of CLPs was significantly increased (*n* = 15, mean CLP frequency = 0.0810) compared with ∆*Firre* mice, and restored to approximately that of WT in total bone marrow (Fig. 4b). Consistent with this data, in lineage-depleted bone marrow, we also observed a significant increase in the frequency of CLPs in dox-fed *Firre*^rescue^ mice (*n* = 11, mean CLP frequency = 0.2809) compared with ∆*Firre* mice (Supplementary Fig. 8). Thus, induction of transgenic *Firre* RNA alone is sufficient to rescue the reduction in frequency of CLPs observed in ∆*Firre* bone marrow. These data suggest that *Firre* RNA, rather than DNA, exerts a biological function during hematopoiesis.

**Fig. 4:**
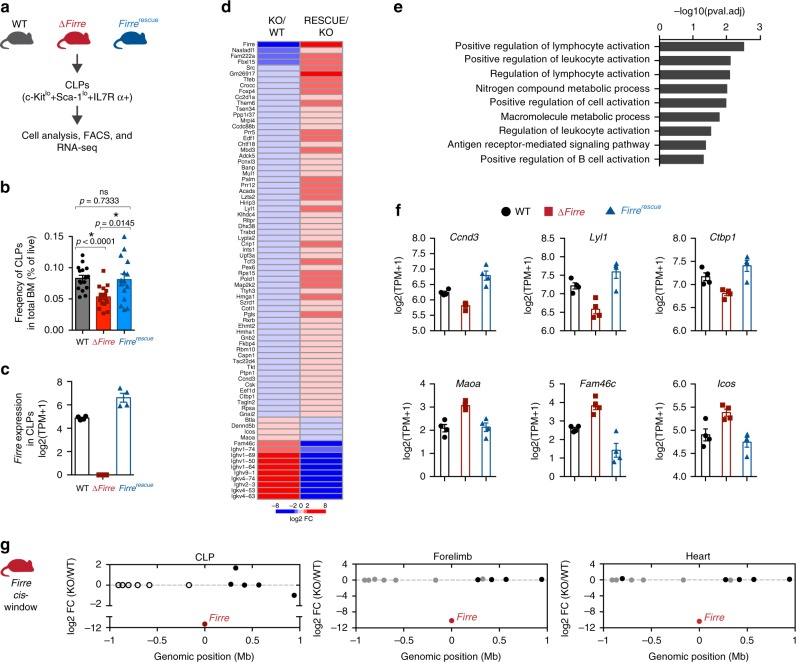
Transgenic *Firre* RNA rescues physiological and molecular defects in CLPs. **a** Schematic of experimental approach. **b** Frequencies of CLPs as determined by flow cytometry shown as percent of live cells in total bone marrow from 3 to 7 months old WT (*n* = 16, mean age = 26 weeks), ∆*Firre* (*n* = 17, mean age = 23 weeks), and *Firre*^rescue^ dox diet (*n* = 15, mean age = 23 weeks) mice over three independent experiments. The data are shown as mean ± SEM, and statistical significance determined by a two-tailed Mann–Whitney U test. **c** *Firre* RNA expression in CLPs from WT (*n* = 4), ∆*Firre* (*n* = 4), and dox-treated *Firre*^rescue^ (*n* = 4) determined by RNA-seq. The data plotted as transcripts per million (TPM +1) showing the mean ± SEM. **d** Heatmap showing significantly differentially expressed genes in CLPs in ∆*Firre*/WT comparison and dox-treated *Firre*^rescue^/∆*Firre* comparison. Color gradient is saturated outside of +/− log2 fold changes. **e** GO analysis for significantly dysregulated genes in ∆*Firre* CLPs. **f** Examples of genes that show significant reciprocal regulation in WT, ∆*Firre*, and dox-treated *Firre*^rescue^ CLPs. **g** *Firre* locus region (2 Mb) showing gene expression differences in log2 FC between ∆*Firre* and WT CLPs, mouse embryonic forelimb, and heart. *Firre* is shown in red, significantly dysregulated genes are shown in red, genes that are not significantly changed are shown in black, and genes that were not detected shown in white. Source data are provided in the Source Data file

### Transgenic *Firre* RNA restores gene-expression programs in vivo

To gain further insight into the molecular roles of *Firre* in the CLPs, we took a gene expression approach, because alterations of the *Firre* locus and RNA have previously been shown to impact gene expression^15,21,50^. Moreover, we reasoned that we could test if changes in gene expression in the loss-of-function model could be rescued by expressing only transgenic *Firre* RNA. To this end, we isolated CLPs by fluorescence-activated cell sorting (FACS) from the bone marrow of age- and sex-matched WT, ∆*Firre*, and dox-fed *Firre*^rescue^ mice, and performed poly(A)+ RNA-seq. 

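CLPs from 4 WT, 4 ∆*Firre*, and 4 dox-fed *Firre* rescue male mice gave 1 RNA-seq library each, 12 in all. The authors mapped the reads with TopHat, counted them per Gencode gene with FeatureCounts, and deposited TPM, the transcript measure of Fig. 4c, made from reads divided by gene length and scaled to the same total in every library, for 47643 genes. TPM give no library size, so the reads behind each value were recovered from the spacing of the values within a library. Between 10991150 and 18175483 reads were recovered per WT library (median 14380352), between 14371465 and 17598178 per ∆*Firre* library (median 16151462), and between 25782869 and 32574040 per *Firre* rescue library (median 28102533). The *Firre* rescue libraries thus held more reads, while between 15140 and 16835 genes were above 0 in them, against 15472 to 19877 in WT and 17910 to 19098 in ∆*Firre* libraries. The library numbers of the *Firre* rescue samples form a range of their own, whereas each of the other 2 ranges holds 2 WT and 2 ∆*Firre* libraries, so that genotype and library number range cannot be told apart for *Firre* rescue. Differential expression was tested with limma on log2(TPM + 1), with all 12 libraries in one fit and a trend of the variance on the mean level, for the 14479 genes with a mean TPM of at least 1. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p of 0.1 or less, the FDR the paper uses.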

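*Firre* (ENSMUSG00000085396.7) lies on chromosome X of GRCm38 from 50563120 to 50635321 and is annotated as a lncRNA. Its expression in WT CLPs was 28.4 ± 3.05 TPM (SD, n = 4), with 25.2 TPM in the lowest and 31.6 TPM in the highest library. All 4 ∆*Firre* libraries were listed at 0. In the dox-fed *Firre* rescue libraries the values were 59.9, 135.5, 63.0, and 174 TPM, a mean of 108 ± 56.1 (SD, n = 4), so that the spread within this group was the widest of the 3. The difference in log2(TPM + 1) between ∆*Firre* and WT was −4.87 (standard error 0.30, limma adjusted p = 9.28e-06), and that between *Firre* rescue and WT was 1.75 (standard error 0.30, limma adjusted p = 0.00273). The groups did not overlap in either comparison (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). With a pseudocount of 0.1 in place of 1, the difference between ∆*Firre* and WT moved to −8.15, since its size against a group listed at 0 is set by the pseudocount.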

As expected, *Firre* RNA was not detected in the ∆*Firre* samples, and expression of transgenic *Firre* RNA in the *Firre*^rescue^ samples was detected at levels above WT (Fig. 4c). Differential gene expression analysis between WT and ∆*Firre* CLPs identified 89 significantly differentially expressed genes (FDR<0.1) (Fig. 4d; Supplementary Data 9). 

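Of the 14479 genes tested, 3 were called between ∆*Firre* and WT CLPs, and 767 genes (5.30%) had an unadjusted limma p under 0.05. Besides *Firre*, the genes called were *Ighv1-69* and *Scarna3a*, both higher in ∆*Firre*. *Ighv1-69* (ENSMUSG00000094502.5), a heavy-chain variable region gene, was at 10.8 ± 6.02 TPM in WT and 203 ± 126 TPM in ∆*Firre* (SD, n = 4 each), a log2 fold change of 4.05 (standard error 0.53, limma adjusted p = 0.0341). *Scarna3a* (ENSMUSG00000089536.1), a small Cajal body RNA gene that is not in the paper's list, had a log2 fold change of 3.06 (standard error 0.44, limma adjusted p = 0.0617) that rested on 6 to 10 recovered reads per ∆*Firre* library. The groups were apart, every library of one above every library of the other, for 772 genes (5.33%), where chance gives 2.86%. With no filter on low values 6 genes were called, and with only 2 of the 4 ∆*Firre* libraries set against WT, from 2 to 8 over the 6 ways of choosing them. Rescaling by the median ratio and quantile normalization called the same 3 genes. With only these 2 groups in the fit, 1 gene was called and 1322 had an unadjusted p under 0.05. With limma-voom on the recovered reads, chosen after seeing the data, 0 genes were called and 357 had an unadjusted p under 0.05.
Of the 89 genes the paper lists at FDR 0.1 or less, 86 had a mean TPM of at least 1. All 86 changed here in the direction the paper gives, and 82 had an unadjusted limma p under 0.05. Adjusted over all genes tested, 2 of the 86 were called, and adjusted over the list alone 85 were, although the list was drawn from these same libraries.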

GO analysis of the differentially expressed genes showed that deletion of *Firre* in CLPs affected genes involved in lymphocyte activation, cell adhesion, and B-cell activation (Fig. 4e).

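The list behind the GO analysis holds 68 genes that the paper gives as lower and 21 that it gives as higher in ∆*Firre* CLPs. Immunoglobulin variable region genes make up 9 of the 21. In the deposited TPM, the median log2 fold change between ∆*Firre* and WT was −0.59 for the 65 of 66 tested genes of the lower group whose exon GC content was known, and 0.48 for the 13 of 20 tested genes of the higher group for which it was. The tested genes of the higher group without a GC value were all variable region genes, with log2 fold changes from 1.40 to 5.74. The medians given for the higher group thus leave out most variable region genes of the list. The genes of the lower group had a median exon GC content of 59.3%, against 49.3% in lists of genes drawn at the same mean TPM and above all 10000 of those lists. After each library's values were corrected for GC content, the median log2 fold change of the lower group was −0.36 and that of the higher group 0.42. The GO terms were not recomputed, since the sets of genes behind them were not used here.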

Next, we determined if induction of *Firre* RNA in the *Firre*^rescue^ model could rescue expression of the 89 significantly dysregulated genes found in ∆*Firre* CLPs. We compared the CLP RNA-seq from ∆*Firre* and *Firre*^rescue^ mice and identified 4656 genes with significant changes in gene expression (FDR<0.1) (Supplementary Data 10). 

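Between dox-fed *Firre* rescue and ∆*Firre* CLPs, 4043 of the genes tested (27.9%) were called with limma, 1242 higher and 2801 lower in *Firre* rescue. An unadjusted limma p under 0.05 was found for 4863 genes. The median log2 fold change over all genes tested was −0.16, and the share of higher genes among those called moved from 30.7% to 50.5% when TPM were rescaled by the median ratio between libraries. The setting that moved the count most was an empirical null, which estimates the spread of the test statistics from their central 75%. The spread came to 2.01 here, and with it 0 genes were called and 421 had an unadjusted p under 0.05. *Firre*, listed at 0 in all ∆*Firre* libraries, was not called with this null either (log2 fold change 6.62, limma adjusted p = 0.964). Having 0 calls there thus does not show that no gene changed. The paper's p-values listed for this comparison in Supplementary Data 10 match a spread of 1. Across genes, log2 fold changes between *Firre* rescue and ∆*Firre* followed exon GC content (Spearman's rho 0.45), although genes are not independent replicates. Among the 13086 genes with a GC value, 3725 were called before and 2720 after the correction for GC content, and 1827 genes were called in both.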

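Of the 86 listed genes tested in CLPs, 83 changed between *Firre* rescue and ∆*Firre* in the direction opposite to that between ∆*Firre* and WT, and 70 of the 86 (81.4%) did so and were called with limma. *Dusp1*, *Fosb*, and *St6gal1*, named after their values were seen, made up the 3 genes that went up in both comparisons and were called. Among all genes tested, 11.7% of those lower in ∆*Firre* were called higher in *Firre* rescue, and 28.3% of those higher in ∆*Firre* were called lower. Set against the other genes tested, 70 of 86 gave an odds ratio of 20.3 (two-sided Fisher's exact test, p = 2.08e-37), a test that treats genes as independent. Of the 3 genes called here between ∆*Firre* and WT, 3 were called in the opposite direction between *Firre* rescue and ∆*Firre* (two-sided Fisher's exact test, p = 0.0059). *Firre* itself, deleted in one group and returned by the transgene in the other, changes back by design. Without it the numbers were 69 of 85 listed genes (two-sided Fisher's exact test, p = 9.35e-37) and 2 of 2 called genes (p = 0.0326). Both comparisons share the ∆*Firre* libraries, and their log2 fold changes were correlated across genes at −0.47. With 2 ∆*Firre* libraries used against WT and the other 2 against *Firre* rescue, this correlation lay between −0.25 and −0.12 over the 6 divisions. Of 5, 4, 7, 8, 2, and 5 genes called against WT in these divisions, 1, 1, 1, 2, 2, and 1 were called in the opposite direction. These counts were not taken again without *Firre*, so a count of 1 may be *Firre* alone. After the correction for GC content, 30 of the 86 genes were called in the opposite direction.

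**Figure D1:**
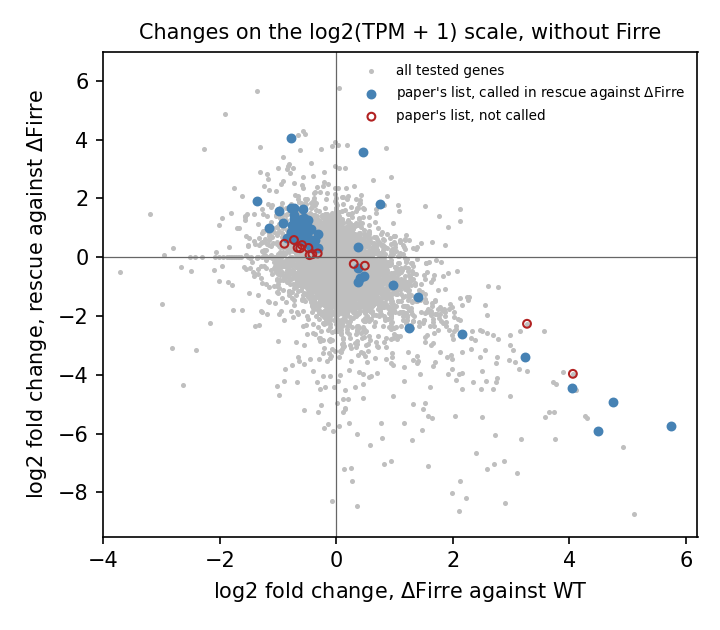
Log2 fold change between ∆*Firre* and WT CLPs (horizontal axis) and between dox-fed *Firre* rescue and ∆*Firre* CLPs (vertical axis), from log2(TPM + 1), for all genes tested (gray) and the paper's listed genes (blue where called between *Firre* rescue and ∆*Firre*, open red where not, *Firre* left out). Of the 86 listed genes tested, 83, *Firre* included, changed in opposite directions, and most points lie at the upper left and lower right.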

Notably, 78 of the 89 genes that were significantly differentially expressed in ∆*Firre* CLPs were found to be significantly and reciprocally regulated in *Firre*^rescue^ CLPs (*P* = 2.2e-16, Fisher exact test) (Fig. 4d). 

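*Ccnd3* (ENSMUSG00000034165.16, chromosome 17 of GRCm38, 47505051 to 47599689) was at 74.6 ± 4.61 TPM in WT, 55.3 ± 4.13 in ∆*Firre*, and 112 ± 23.4 in *Firre* rescue CLPs (SD, n = 4 each). The log2 fold change between ∆*Firre* and WT was −0.43 (standard error 0.13, limma adjusted p = 0.889), and that between *Firre* rescue and ∆*Firre* was 0.98 (limma adjusted p = 0.000585). *Ccnd3* was also called between *Firre* rescue and WT (0.55, limma adjusted p = 0.0149), but not after the correction for GC content (0.12, adjusted p = 0.489). *Lyl1* (ENSMUSG00000034041.4, chromosome 8, 84701423 to 84704716) was at 148 ± 17.6, 95.8 ± 16.8, and 196 ± 42.0 TPM in the same order, with log2 fold changes of −0.63 (standard error 0.17, limma adjusted p = 0.889) and 1.01 (limma adjusted p = 0.00208), and 1 of its 4 *Firre* rescue libraries, at 134 TPM, stood apart from the others. *Ctbp1* (ENSMUSG00000037373.12, chromosome 5, 33247723 to 33275004) was at 143 ± 17.3, 111 ± 7.20, and 170 ± 26.8 TPM, with log2 fold changes of −0.36 (standard error 0.12, limma adjusted p = 0.889) and 0.60 (limma adjusted p = 0.00631). After the correction for GC content, the log2 fold change between *Firre* rescue and ∆*Firre* was 0.29 for *Ccnd3* (limma adjusted p = 0.0933), 0.03 for *Lyl1* (adjusted p = 0.914), and 0.06 for *Ctbp1* (adjusted p = 0.732), so that *Lyl1* and *Ctbp1* were no longer called.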

For example, *Ccnd3*, *Lyl1*, and *Ctbp1* are significantly downregulated in ∆*Firre* CLPs, but are found significantly upregulated in *Firre*^rescue^ CLPs to (Fig. 4f). Further, genes such as *Maoa*, *Fam46c*, and *Icos* were found significantly upregulated in ∆*Firre* CLPs, but their expression was significantly reduced in *Firre*^rescue^ CLPs (Fig. 4f). 

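*Maoa* (ENSMUSG00000025037.6, chromosome X of GRCm38, 16619698 to 16687812) was at 3.34 ± 0.936 TPM in WT, 7.41 ± 1.03 in ∆*Firre*, and 3.50 ± 1.08 in *Firre* rescue CLPs (SD, n = 4 each). Its log2 fold change was 0.97 between ∆*Firre* and WT (standard error 0.26, limma adjusted p = 0.889) and −0.93 between *Firre* rescue and ∆*Firre* (limma adjusted p = 0.0267), and the second was −0.49 after the correction for GC content (adjusted p = 0.211). *Fam46c* (ENSMUSG00000044468.14, chromosome 3, 100468057 to 100489192) was at 5.01 ± 0.656, 13.6 ± 4.27, and 1.98 ± 1.75 TPM in the same order. It rose by 1.24 on the log2 scale in ∆*Firre* (standard error 0.35, limma adjusted p = 0.889) and fell by 2.40 in *Firre* rescue against ∆*Firre* (limma adjusted p = 0.00088), or by 2.13 after the correction for GC content (adjusted p = 0.00297), to a level below WT (log2 fold change −1.16, limma adjusted p = 0.0389). *Icos* (ENSMUSG00000026009.14, chromosome 1, 60960773 to 61000322) was at 29.3 ± 5.64, 40.9 ± 4.52, and 26.0 ± 3.73 TPM, with log2 fold changes of 0.48 (standard error 0.15, limma adjusted p = 0.889) and −0.64 (limma adjusted p = 0.0138), and −0.40 for the second after the correction for GC content (adjusted p = 0.0956).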

We also noted that several immunoglobin heavy and light-chain variable region genes were reciprocally regulated in our analyses (Fig. 4d). 

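Summed over the 118 genes of the deposited table that could be named as heavy- or light-chain variable region genes, expression was 6276 ± 1464 TPM in WT, 14020.1 ± 2375 TPM in ∆*Firre*, and 488 ± 450.1 TPM in *Firre* rescue CLPs (SD, n = 4 each). Any such gene for which no name was found is left out of the sum. Every ∆*Firre* library was above every WT library, a difference in mean log2 of 1.17 (two-sided exact permutation test, p = 0.0286). Every *Firre* rescue library was below every ∆*Firre* library, a difference of −5.19 (two-sided exact permutation test, p = 0.0286). The heavy-chain genes alone, 34 in number, gave 1.47 and −4.24. Single variable region genes varied widely within ∆*Firre*. *Igkv4-53* (ENSMUSG00000095753.2) was at 226 ± 379 TPM there and *Igkv4-63* (ENSMUSG00000076550.3) at 139 ± 162 TPM (SD, n = 4), with differences in log2(TPM + 1) against WT of 4.74 and 4.06 (limma adjusted p = 0.889 and 0.929). *Igkv4-63* was listed at 0 in all WT libraries. *Ighv1-64* (ENSMUSG00000094088.2) changed by 5.74 (limma adjusted p = 0.889), with 1 WT library at 43.5 TPM far above the others. Of the 9 variable region genes in the paper's list, 7 were called in the opposite direction between *Firre* rescue and ∆*Firre*. *Igkv4-63* (limma adjusted p = 0.108) and *Ighv2-3* (adjusted p = 0.26) were not. From genes that were dysregulated in ∆*Firre* CLPs and changed back when only transgenic *Firre* RNA was expressed, the paper proposes that *Firre* RNA can restore a gene expression program.

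**Figure D2:**
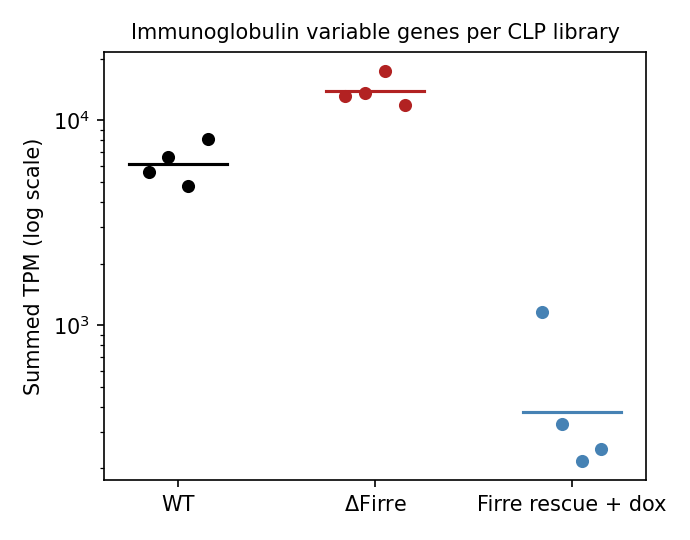
Summed TPM of the immunoglobulin variable region genes that carry a name in each CLP library (log axis) by genotype, with 1 point per mouse and a line at the geometric mean of each group. The ∆*Firre* libraries lie between 11938 and 17422 TPM, all above the WT libraries, and the *Firre* rescue libraries between 217 and 1160 TPM, all below them.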

Taken together, these data suggest that ectopic expression of *Firre* is sufficient to restore a gene expression program in an RNA-based manner in vivo.

### The *Firre* locus does not function in *cis*

Many lncRNA loci exert function to control the expression of neighboring genes, a biological function called *cis*-regulation^51^. This occurs through a variety of mechanisms including, *cis*-acting DNA-regulatory elements, the promoter region, the act of transcription, and the lncRNA^9,10,52–54^. The ∆*Firre* mouse model enables to test for potential *cis*-regulatory roles for *Firre* on the X chromosome, because the knockout removes the entire *Firre* locus and promoter region (Fig. 1d). To investigate local (*cis*) effects on local gene expression, we generated a 2 Mb windows centered on the *Firre* locus and examined whether the neighboring genes were significantly dysregulated across nine biological contexts.

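The source data of Fig. 4g list 11 neighbors of *Firre*, and all 11 were found in the gene table of GRCm38 within 1 Mb of the locus on chromosome X. *Olfr1320*, *Olfr1321*, *Olfr1322*, *Olfr1323*, *Olfr1324*, and *Igsf1* were listed at 0 in all WT and ∆*Firre* CLP libraries. *Frmd7* and *Hs6st2* had a mean TPM below 1 and were not tested. *Stk26* (ENSMUSG00000031112.10, 50841174 to 50893103) was at 167 ± 5.11 TPM in WT and 169 ± 11.8 TPM in ∆*Firre* (SD, n = 4 each), a log2 fold change of 0.01. *Rap2c* (ENSMUSG00000050029.7, 51003912 to 51020091) was at 96.2 ± 5.46 and 91.9 ± 13.1 TPM, a log2 fold change of −0.07, and *Mbnl3* (ENSMUSG00000036109.17, 51113494 to 51205990) at 18.0 ± 3.89 and 17.4 ± 2.49 TPM, a log2 fold change of −0.04. Adjusted over these 3 genes alone, the limma p was 0.891 for each, and each difference was smaller than the spread between replicates. None of the 3 had an unadjusted limma p under 0.05. The direction of these small differences changed under some settings, with *Stk26* at −0.05 after the correction for GC content and *Mbnl3* at 0.03 after rescaling by the median ratio.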

Differential gene expression analysis for WT and ∆*Firre* CLPs showed that of the 12 genes within a 2 Mb window (excluding *Firre*), none were differentially expressed (Fig. 4g). Consistent with this finding, we did not observe significant changes in local gene expression (2 Mb windows centered on the *Firre* locus) in seven of the eight embryonic tissues (Fig. 4g; Supplementary Fig. 9A–F). Indeed, we observed one instance of differential expression in one embryonic tissue (*Hs6st2* was slightly but significantly downregulated in the embryonic forebrain, −0.38 log2 fold change, FDR<0.05) (Supplementary Fig. 9A–F). These data demonstrate that the *Firre* locus does not exert a local effect on gene expression in vivo, and suggest that the *Firre* lncRNA regulates gene expression in a *trans*-based manner. Collectively, our study investigates the roles of DNA and RNA at the *Firre* locus in vivo and genetically defines that the *Firre* locus produces as a *trans*-acting lncRNA molecule in vivo.

## Discussion

Classic models used to study noncoding RNAs—ribosomal RNAs, small nucleolar RNAs, tRNAs, and the telomerase RNA component (TERC)—have demonstrated that RNAs serve important cellular functions. This core of possible RNA biology has been greatly expanded by studies that have identified tens of thousands of lncRNAs^32,33,55^. Indeed, subsequent molecular and genetic interrogation of lncRNA loci have identified diverse molecular roles and biological phenotypes. However, lncRNA loci can potentially function through multiple molecular modes: DNA-regulatory elements (including the promoter), the act of transcription itself, and the lncRNA gene product. Therefore, attributing an RNA-based role to a lncRNA locus requires the development of multiple genetic models to determine the activities and contributions of potential regulatory modalities^12,13,52^.

In this study, we developed three genetic models in mice for the syntenically conserved lncRNA *Firre*: loss-of-function, overexpression, and rescue. Notably, we report that deletion of the *Firre* locus does not impact survival in mice, or despite escaping XCI, skew the sex ratio of progeny. We leveraged the genetic models to discriminate between DNA- and RNA-mediated effects in vivo. We determined that modulating *Firre* directs cell-specific defects during hematopoiesis, potentiates the innate immune response upon exposure to LPS, and can restore gene expression programs—all of which have an RNA-based functional modality. We also conclude that the *Firre* locus does not have a local *cis*-regulatory effect on gene expression in nine different biological contexts. Together, by using multiple genetic and molecular approaches, we identified that *Firre* produces a *trans*-acting lncRNA in a hematopoietic context. There are several important implications for these results.

First, our study indicates that *Firre* has *trans* RNA-based activity in vivo, and thus extends reports that have suggested RNA-based roles for *Firre* in cell culture models^25,27,40^. By using compound genetic approaches, we found that overexpression of *Firre* from a transgene in the *Firre*-deficient background was sufficient to rescue physiological and molecular phenotypes in ∆*Firre* CLPs in vivo. 

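Between dox-fed *Firre* rescue and WT CLPs, 3512 of the genes tested (24.3%) were called with limma, 698 higher and 2814 lower in *Firre* rescue, and 4537 had an unadjusted limma p under 0.05. The share of higher genes among those called was 19.9%, and 51.2% after rescaling by the median ratio and 50.0% after quantile normalization. With only these 2 groups in the fit, 2263 genes were called. Of the listed genes tested, 64 were not called between *Firre* rescue and WT. Only 2 of the 86 were called between ∆*Firre* and WT either, so having no call does not show a return to the WT level. The other 22 were called between *Firre* rescue and WT, 19 of them on the far side of WT from ∆*Firre* and 3 on the same side as ∆*Firre*. The *Firre* rescue samples have library numbers of their own, so that these counts also hold any difference between preparations.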

The rescue of genes found differentially expressed in ∆*Firre* CLPs by a *Firre* transgene produced a highly significant result (*P* = 2.2e-16, Fisher exact test); however, we note that the widespread changes in gene expression observed in the CLPs from animals only expressing transgenic *Firre* RNA could also formally contribute to this effect. Yet, we speculate that early hematopoietic progenitor cells may represent a unique context to study the role(s) of *FIRRE*/*Firre*. In humans, *FIRRE* is expressed as both circular (circ-*FIRRE*) and linear forms in hematopoietic cells, and circ-*FIRRE* is abundant in all progenitor cell types, except for the CLPs^56^. More studies will be needed to determine how and if *Firre* RNA is interacting at distal loci as well as assess the functional differences between linear and circular isoforms of *Firre* in a progenitor cell context.

Second, we observed that overexpression of *Firre* RNA in an endotoxic shock model potentiated the innate immune response in vivo, and in turn, led to significant viability defects. Consistent with our findings, independent studies have found that overexpression of *Firre* RNA in different cellular contexts can modulate genes in the innate immune response. For example, the levels of select inflammatory genes, including IL12p40, are increased upon overexpression of *Firre* RNA followed by LPS stimulation in human SW480 cells^27^. In addition, upon overexpression of *Firre* RNA in an injury model using cultured primary microglial cells, TNF-α levels are increased^30^. The different, yet synergistic approaches (cell-based, ex vivo, and in vivo) provide supporting evidence for an RNA-based role for *Firre*. In the overexpression approach in this study, we note that the phenotypes could be due to increased levels of *Firre* in a cell type where it is normally expressed and/or from de novo expression in a cellular context where *Firre* is not endogenously found. Yet, this strategy may perhaps mimic disease contexts where *FIRRE* is found overexpressed. We speculate that *Firre* could be important in setting functional thresholds for cells. For example, *FIRRE* is not only significantly increased in certain cancers, including, kidney renal cell carcinoma, lung squamous cell carcinoma, and colon adenocarcinoma^31^, but high levels of *FIRRE* expression have been significantly associated with more aggressive disease and poor survival in patients with large B-cell lymphoma^29^.

Finally, our study suggests that *Firre* does not have a *cis*-regulatory role on gene expression in vivo. Upon deletion of the *Firre* locus and its promoter region, we observed global changes in gene expression. Yet, we did not find changes in local gene expression (2 Mb window) at the *Firre* locus in most embryonic tissues and in CLPs. Thus, potential DNA regulatory elements, the lncRNA, the promoter, and the act of transcription appear to not have regulatory roles on neighboring gene expression in the nine biological contexts (eight embryonic and one cell type) analyzed in this study. Moreover, we observed that deletion of *Firre* in vivo does not perturb *Xist* RNA expression in eight embryonic tissues and does not affect random XCI in MEFs, which is consistent with a previous study using cell culture models^21^. Together, these data are notable because *cis*-acting mechanisms are speculated to be common feature at lncRNA loci^57^. While we did not find any evidence for *cis*-activity at the *Firre* locus *in vivo*, a previous study from our group found active DNA elements within the *Firre* locus using a cell-based enhancer reporter assay in 3T3 cells^14^. We speculate that these candidate DNA-regulatory elements are likely to regulate the *Firre* locus rather than neighboring genes, as we did not find evidence that neighboring genes were significantly dysregulated upon deletion of the *Firre* locus.

In summary, we have developed genetic models to test the DNA- and RNA-mediated effects of the syntenically conserved lncRNA locus, *Firre*, in vivo. Our findings provide evidence that the *Firre* lncRNA locus has a role in hematopoiesis that is mediated by a *trans*-acting RNA, and further highlights the biological importance of lncRNA-based machines in vivo. While this study defines a role for *Firre* in a hematopoietic context, it is important to note that deletion of *Firre* perturbed gene expression in a number of tissues, including the brain, where *FIRRE* has been implicated in a rare human disease^28^. Therefore, going forward it will be important to use genetic models to investigate the potential role(s) of *Firre* in a number of different biological and disease contexts.

## Methods

### Mouse care and ethics statement

Mice used in this study were maintained in a pathogen-specific free facility that is under the supervision of Harvard University’s Institutional Animal Care Committee. We have complied with the ethical regulations for animal testing and research in accordance with Harvard University’s Institutional Animal Care and Use Committee.

Mice used in this study were housed at a density of 2–5 mice per cage containing: Anderson’s Bed (The Andersons, Inc), Enviro-Dri (Shepherd Specialty Papers), compressed 2” × 2” cotton nestlet (Ancare), a red mouse hut (BioServ), automatic watering of reverse osmosis deionized water was chlorinated at 2 ppm, and were fed a regular chow diet (Prolab IsoPro RMH 3000 5P75/76).

### *Firre* mouse strains and genotyping

A previously targeted allele for *Firre* in JM8 embryonic stem cells (mESC) was generated by sequential targeting where a floxed-*neomycin*-floxed cassette was inserted at the 5′ end of the *Firre* locus between nucleotides 4790843 and 4790844 (mm9), and a floxed-*hygromycin*-floxed cassette was inserted at the 3′ end of the *Firre* locus between nucleotides 47990293 and 47990294 (mm9)^15^. mESCs containing both correctly targeted neomycin and hygromycin cassettes (*Firre*^*floxed*^) were injected into blastocysts (Harvard Genome Modification Facility), and subsequent progeny were screened for the *Firre*^*floxed*^ allele (Jackson Laboratory, 029931). To generate a deletion of the *Firre* locus in all tissues, female *Firre*^*floxed*^ mice were mated to male *B6.C-Tg(CMV-Cre)1Cgn/J* mice^39^ (CMV-Cre) (Jackson Laboratory, 006054). We screened the progeny for the ∆*Firre* allele by PCR genotyping (described below) for *Firre* wild-type, knockout (∆*Firre*), *neomycin*, *hygromycin*, and *cre* alleles (Supplementary Fig. 1A, B). A female containing the ∆*Firre* and CMV-Cre alleles was subsequently mated to male C57BL/6J mice in order to remove CMV-Cre and to propagate the ∆*Firre* allele. Progeny were PCR genotyped for *Firre* wild-type, ∆*Firre*, and *cre* alleles. Progeny containing only the ∆*Firre* allele were backcrossed to C57BL/6J mice for three generations (N3) (Jackson Laboratory, 030038). Mice were inbred by intercrosses by heterozygous and homozygous breeding strategies.

To generate an inducible *Firre*-overexpressing allele (tg(*Firre*)) in mice, we cloned a mouse *Firre* cDNA^15^ into a Tet-On vector (pTRE2), where the β-globin intron sequence was removed. The construct was verified by Sanger DNA sequencing. Next, we used EcoRI and NheI restriction enzymes to digest the cassette containing the tet-responsive element, CMV minimal promoter, *Firre* cDNA, and β-globin poly(A) terminator. The digested DNA fragment was purified according to Harvard Genome Modification Facility protocol, and the purified DNA cassette was injected into the pronucleus of C57BL/6J zygotes (Harvard Genome Modification Facility). Progeny were screened for the tg(*Firre*) cassette by PCR genotyping for the tg(*Firre*) allele, and male founder mice were identified and individually mated to female C57BL/6J mice (Jackson Laboratory, 000664). To overexpress tg(*Firre*) N2 and N3 generation, females were mated to male B6N.FVB(Cg)-Tg(CAG-rtTA3)4288Slowe/J (*rtTA*) mice (Jackson Laboratory, 016532) and at the plug date females, and the subsequent progeny were either placed on a normal chow diet or 625 mg/kg doxycycline-containing chow (Envigo, TD.01306) until the experimental end points. A colony of male *rtTA* mice were maintained by breeding to C57BL6/J females for up to four generations.

Genotyping for mice was performed on tissue biopsies that were mixed with 200 µL of digest buffer (50 mM KCl, 10 mM Tris–HCl pH 8.3, 2.5 mM MgCl_2_, 0.1 mg/mL gelatin, 0.45% NP40, and 0.45% Tween-20 in ddH_2_O with 10 µg/mL proteinase K) in a 1.5 -mL eppendorf tube, and were incubated for 6–18 h at 54 °C. Next, samples were placed on a heating block at 100 °C for 5 minutes (min) in order to heat inactivate proteinase K. Genotyping was performed by PCR using 2x PCR Super Master Mix (Biotool, B46019) and Quick-Load Taq 2X Master Mix (NEB, M0271L) with the cycling conditions 94 °C for 3 min, followed by 35 cycles of 94 °C for 20 s, 55 °C for 30 s, 72 °C for 45 s. Primers used for genotyping: *Firre* wild-type allele, F: GGAGGAGTGCTGCTTACTGG, R: TCTGTGAGCCACCTGAAATG; ∆*Firre* allele, F: TCACAATGGGCTGGGTATTCTC, R: CCTGGGTCCTCTATAAAAGCAACAG; *neomycin*, F: GACCACCAAGCGAAACATC, R: CTCGTCAAGAAGGCGATAGAA; hygromycin, F: CGGAAGTGCTTGACATTGGG, R: CGTCCATCACAGTTTGCCAGTG; Cre, F: TAATCCATATTGGCAGAACG, R: ATCAATCGATGAGTTGCTTC; Sry, F: TTGTCTAGAGAGCATGGAGGGCCATGTCAA, R: CCACTCCTCTGTGACACTTTAGCCCTCCGA; tg(*Firre*) allele, F: TACCACTCCCTATCAGTGA, R: CGGCTTCATCTTCAGTCCTC; and the rtTA allele, F: AGTCACTTGTCACACAACG, R: CTCTTATGGAGATCCCTCGAC. Additional genotyping was performed by Transnetyx using real-time PCR.

### Cytokine analysis and in vivo endotoxin challenge

To investigate the cytokine response in vivo, we used two different preparations of LPS from *Escherichia coli* (*E. coli*) O111:B4. (Sigma, L2630) and Ultrapure LPS, *E. coli* O111:B4 (InvivoGen, tlrl-3pelps) and dissolved in 0.9% saline solution (Teknova, S5825). We administered either 0.9% saline or 5 mg/kg broad-acting LPS (Sigma, L2630) by i.p. injection using 30-G insulin syringes (BD, 328411) to two female mice cohorts 8–10 weeks old (WT, ∆*Firre*, *Firre*^OE^ no dox, and dox fed *Firre*^OE^). We also administered a different preparation of LPS at 5 mg/kg that is TLR4-specific (InvivoGen, tlrl-3pelps) by i.p. injection in mice 5–10 weeks old (WT, *Firre*^OE^ no dox, and dox fed *Firre*^OE^). At 5 h post i.p. injection, mice were euthanized, and peripheral blood was collected by cardiac puncture and allowed to clot for 30 min at room temperature with gentle rotation. After clotting, samples were centrifuged at 1000×*g* for 10 min at 4 °C, and serum was collected. Cytokine analysis was performed on serum diluted twofold in PBS pH 7.4 (Eve Technologies, Chemokine Array 31-Plex). Measurements within the linear range of the assay are reported.

Endotoxin survival experiments were performed over two independent experiments using mice 9–16 weeks old: WT (mean age = 12.9 weeks), ∆*Firre* (mean age = 16 weeks), *Firre*^OE^ no dox (mean age = 13.6 weeks), and dox fed *Firre*^OE^ (mean age = 13.7 weeks). Saline control group consisting of WT, ∆*Firre*, and *Firre*^OE^ mice. In all, 0.9% saline or 5 mg/kg LPS (InvivoGen, tlrl-3pelps) was prepared as described above and administered by i.p. injection, and mice were monitored for moribund survival over 6 days. Mice were housed at a density of 3–5 mice per cage containing: Anderson’s Bed (The Andersons, Inc), Enviro-Dri (Shepherd Specialty Papers), compressed 2” × 2” cotton nestlet (Ancare), and a red mouse hut (BioServ). The following supportive care was provided during the duration of the experiments: hydrogel, a small cup containing powdered diet mixed with water, and a heating pad (5” × 8.6” × 6”) was placed externally on the bottom of the cage (Kobayashi).

### Whole-mount in situ hybridization

We generated a digoxigenin-labeled antisense riboprobe by in vitro transcription (Roche, 11277073910) against *Firre* from a 428 bp sequence (Supplementary Fig. 1C) that corresponds to the 5′ end of the *Firre* transcript. In situ hybridization was performed on a minimum of three embryos per stage and/or genotype. For whole-mount staining, we fixed embryos in 4% paraformaldehyde for 18 h at 4 °C, followed by three washes in 1× PBS for 10 min at room temperature. We then dehydrated the embryos for 5 min at room temperature in a series of graded methanol solutions (25%, 50%, 75%, methanol containing 0.85% NaCl, and 100% methanol). Embryos were stored in 100% methanol at -20 °C. Next, we rehydrated embryos through a graded series of 75%, 50%, 25% methanol/0.85% NaCl solutions for 5 min at room temperature. Embryos were next washed twice in 1x PBS with 0.1% Tween-20 (PBST) and treated with 10 mg/mL proteinase K in 1x PBST for 10 min (E8.0, E9.5) or 30 min (E10.5, E11.5, and E12.5). Samples were fixed again in 4% paraformaldehyde/0.2% glutaraldehyde in PBST for 20 min at room temperature, and washed twice in 1x PBST. We then incubated samples in pre-hybridization solution (50% formamide, 5× saline–sodium citrate (SSC) pH 4.5, 50 μg/ml yeast RNA, 1% SDS, 50 μg/ml heparin, and nuclease-free ddH_2_O) for 1 h at 68 °C, and then incubated samples in 500 ng/mL of *Firre* antisense riboprobe at 68 °C for 16 h. Post hybridization, samples were washed in stringency buffers and incubated in 100 μg/mL RNaseA at 37 °C for 1 h. Next, samples were washed in 1× maleic acid buffer with 0.1% Tween-20 (MBST) and incubated in Roche Blocking Reagent (Roche, 1096176) with 10% heat-inactivated sheep serum (Sigma, S2263) for 4 h at room temperature. We used an anti-digoxigenin antibody (Roche, 11093274910) at 1:5000 and incubated the samples for 18 h at 4 °C. Samples were washed eight times with MBST for 15 min, five times in MBST for 1 h, and then once in MBST for 16 h at 4 °C. Samples were washed 3x for 5 min at room temperature with NTMT solution (100 mM NaCl, 100 mM Tris–HCl (pH 9.5), 50 mM MgCl_2_, 0.1% Tween-20, 2 mM levamisole). The in situ hybridization signal was developed by adding BM Purple (Roche, 11442074001). After the colorimetric development, samples were fixed in 4% paraformaldehyde and cleared through a graded series of glycerol/1X PBS and stored in 80% glycerol. Embryos were imaged with a Leica M216FA stereomicroscope (Leica Microsystems) equipped with a DFC300 FX digital imaging camera in Leica Application Suite v2.3.4 R2.

### RNA-seq in embryonic tissues preparation and analysis

For WT and ∆*Firre* RNA-seq in embryonic tissues, we dissected tissues (forebrain, midbrain, heart, lung, liver, forelimb, hindlimb, and pre-somitic mesoderm) from E11.5 embryos (44–48 somites) that were collected from matings between either male WT and female *Firre*^+/−^ or male ∆*Firre* and female *Firre*^+/−^ mice. Tissues were immediately homogenized in Trizol (Invitrogen), and the total RNA was isolated using RNeasy mini columns (Qiagen) on a QIAcube (Qiagen). Samples were genotyped for the WT, ∆*Firre*, and sex alleles. For each tissue, we generated the following libraries: WT male (*n* = 3), WT female (*n* = 3), ∆*Firre* male (*n* = 3), and ∆*Firre* female (*n* = 3). Poly(A)+ RNA-seq libraries were constructed using TruSeq RNA Sample Preparation Kit v2 (Illumina). The libraries were prepared using 500 ng of the total RNA as input, with the exception of the lung (200 ng) and the pre-somitic mesoderm (80 ng), and with a 10-cycle PCR enrichment to minimize PCR artifacts. The indexed libraries were pooled in groups of six, with each pool containing a mix of WT and ∆*Firre* samples. Pooled libraries were sequenced on an Illumina HiSeq 2500 in rapid-run mode with paired-end reads.

Reads were mapped to the mm10 mouse reference genome using TopHat v2.1.1 with the flags: "--no-coverage-search --GTF gencode.vM9.annotation.gtf", where this GTF is the Gencode vM9 reference gene annotation available at gencodegenes.org. Cufflinks v2.2.1 was used to quantify gene expression and assess the statistical significance of differences between conditions. Cuffdiff was used to independently compare the WT and ∆*Firre* samples and from each tissue and sex, and genes with FDR ≤0.05 were deemed significant (Supplementary Data 1–8). Gene Ontology analysis was performed using genes found significantly dysregulated in four or more embryonic tissues using FuncAssociate 3.0^58^.

### RNA-seq in CLPs preparation and analysis

We isolated CLPs (Lin^–^Sca1^lo^cKit^lo^IL7Rα^+^)by fluorescence-activated cell sorting (FACS) from mice 27–32 weeks old: WT (*n* = 4, mean age = 31 weeks), ∆*Firre* (*n* = 4, mean age = 30.4 weeks), and *Firre*^rescue^ +dox (*n* = 4, mean age = 29.3 weeks. CLPs were directly sorted into TRIzol. RNA was isolated using RNeasy micro columns (Qiagen, 74004) on a QIAcube (Qiagen), and we quantified the concentration, and determined the RNA integrity using a BioAnalyzer (Agilent). Poly(A)+ RNA-seq libraries were constructed using CATS RNA-seq kit v2 (Diagenode, C05010041). Pooled libraries were sequenced on an Illumina HiSeq 2500 in rapid-run mode with paired-end reads.

The adapter-trimmed reads were mapped to the mm10 mouse reference genome using TopHat v2.1.1 with the flags: “--no-coverage-search --GTF gencode.vM9.annotation.gtf ” (Gencode vM9 reference gene annotation). FeatureCounts v1.6.2 and DESeq2 v1.14.1 were used to quantify gene expression and assess the statistical significance of differences between conditions^59,60^ and the *P*-value of comparisons were empirically calculated by using fdrtools v1.2.15 (ref.^61^). Genes with an FDR ≤0.1 were deemed significant in a comparison between wild-type and ∆*Firre* (Supplementary Data 9) and genes with an FDR ≤0.1 in the ∆*Firre* and *Firre*^rescue^ comparison were deemed significant (Supplementary Data 10). Gene Ontology analysis was performed on significantly differentially regulated genes (FDR ≤0.1) in the WT and ∆*Firre* CLP comparison using PANTHER^62^.

### qRT-PCR

Embryonic tissues or cells were homogenized in Trizol (Invitrogen), and total RNA was isolated using RNeasy mini columns (Qiagen) on a QIAcube (Qiagen). In total, 300 ng of the isolated RNA was used as input to synthesize cDNA (SuperScript IV VILO Master Mix, Invitrogen, 11756050). Primers used qRT-PCR experiments: F_b-act: GCTGTATTCCCCTCCATCGTG, R_b-act: CACGGTTGGCCTTAGGGTTCAG; F_Firre: AAATCCGAGGACAGTCGAGC, R_Firre: CCGTGGCTGGTGACTTTTTG. Experiments were performed on a Viia7 (Applied Biosciences). qRT-PCR data were analyzed by the ∆∆Ct method^63^.

### Distribution of *Firre* expression across wild-type tissues

For each of the eight WT embryonic tissues, FPKM estimates of all protein-coding or noncoding genes (biotypes selected: protein coding, lincRNA, and processed transcript) were aggregated and filtered for expression > 1 FPKM. Density and expression plots were generated using ggplot2_2.2.1 (geom_density()) in R version 3.3.3.

### Flow-cytometry analysis

Zombie Aqua Fixable Viability Kit (Biolegend, 423101) was used as a live-dead stain, and used according to the manufacturer’s protocol. For cell analysis of the peripheral blood, thymus, and bone marrow, age and sex-matched mice were used. Peripheral blood was collected by cardiac puncture or by tail vein collection into 10% by volume 4% citrate solution. The following antibodies were added (1:100) to each sample and incubated for 30 min at room temperature Alexa Fluor 700 anti-mouse CD8a clone 53-6.7 (Biolegend, 100730), PE/Dazzle-594 anti-mouse CD4 clone GK1.5 (Biolegend, 100456), APC anti-mouse CD19 clone 6D5 (Biolegend, 115512), Alexa Fluor 488 anti-mouse NK-1.1 clone PK136 (Biolegend, 108718), PE anti-mouse CD3 clone 17A2 (Biolegend, 100205), and TruStain FcX (anti-mouse CD16/32) clone 93 (1:50) (Biolegend, 101319). For competitive chimera experiments, Pacific Blue anti-mouse CD45.2 clone 104 (Biolegend, 109820) and PerCP anti-mouse CD45.1 clone A20 (Biolegend, 110726) were also used. Red blood cells were then lysed for 15 min at room temperature using BD FACS Lysing Solution (BD, 349202). Cells were washed twice in 1x PBS with 1% BSA and then resuspended in 1% paraformaldehyde or 1x PBS with 0.2% BSA.

Thymi were collected and homogenized in ice cold PBS over a 40-micron filter. The cells were incubated with the following antibodies (1:100) for 30 min at room temperature: Alexa Fluor 488 anti-mouse CD25 clone PC61 (Biolegend, 102017), PE/Cy7 anti-mouse/human CD44 clone IM7 (Biolegend, 103030), PE anti-mouse TCR β chain clone H57-597 (Biolegend, 109208), APC anti-mouse/human CD45R/B220 clone RA3-6B2 (Biolegend, 103212), eFluor 450 anti-mouse CD69 clone H1.2F3 (Invitrogen/eBioscience, 48069182), Alexa Fluor 700 anti-mouse CD8a clone 53-6.7 (Biolegend, 100730), and PE/Dazzle-594 anti-mouse CD4 clone GK1.5 (Biolegend, 100456). Cells were washed twice in 1x PBS with 1% BSA and then resuspended in 1% paraformaldehyde.

Bone marrow was collected from both femurs and tibias (four bones total per mouse) by removing the end caps and flushing with DMEM (Gibco, 11995-073) containing 5% fetal bovine serum (FBS) (Gibco, 26140079) and 10 mM EDTA. Cells were then pelleted, resuspended, and passed through a 70-micron filter. The resulting single-cell suspension was then incubated with the following antibodies (1:100) for 60 min on ice: Alexa Fluor 700 anti-mouse CD16/CD32 clone 93 (Invitrogen/eBioscience, 56-0161-82), PE/Cy7 anti-mouse CD127 (IL-7Rα) clone A7R34 (Biolegend, 135014), Alexa Fluor 488 anti-mouse CD117 (c-Kit) clone 2B8 (Biolegend, 105816), PE/Dazzle-594 anti-mouse Ly-6A/E (Sca1) clone D7 (Biolegend, 108138), APC anti-mouse CD34 clone HM34 (Biolegend, 128612), PE anti-mouse CD135 clone A2F10 (Biolegend, 135306), and Pacific Blue anti-mouse Lineage Cocktail (20 μL per 1×106 cells) clones 17A2/RB6-8C5/RA3-6B2/Ter-119/M1/70 (Biolegend, 133310). Red blood cells were lysed for 15 min at room temperature using BD FACS Lysing Solution (BD, 349202) or BD Pharm Lyse (BD, 555899). Cells were washed twice in 1x PBS with 1% BSA and then resuspended in 1% paraformaldehyde or 1x PBS with 0.2% BSA.

Flow cytometry was performed on a LSR-II (BD). To enumerate cell populations, 50 μL of CountBright Absolute Counting Beads (Invitrogen, C36950) was added to relevant bone marrow and thymus samples. Gating of cell populations was performed using FlowJo 10.4.1 software (Treestar) using the following criteria (applied to live singlets) (Supplementary Fig. 10): CD4 T cells (CD3+CD4+CD8-CD19-); CD8 T cells (CD3+CD8+CD4-CD19-); NK cells (NK1.1+CD19-CD3-); B cells (CD19+CD3-); double negative (DN) (B220-CD4-CD8-CD25^var^CD44^var^); double positive (DP) (CD4+CD8+B220-); single positive (SP) (CD8, CD8+CD4-B220-); single positive (SP) (CD4, CD4+CD8-B220-); hematopoietic stem cells (HSC) (LSK [Lin-], Sca1+, c-Kit+)-CD34+-CD135-); multipotent progenitors (MPP) (LSK[CD34+CD135+]); common lymphoid progenitors (CLP) (Lin-Sca1^lo^c-Kit^lo^IL7Rα^+^); and common myeloid progenitors (CMP) (LK[CD34+CD16/32-]). Negative gates were set using fluorescence-minus-one controls (FMO).

### Competitive HSC transplant assay

Bone marrow from age- and sex-matched mice was collected and pooled with like genotypes (as described in flow-cytometry analysis section) from mice that were 8–9 weeks in age: PepBoy/CD45.1 (*n* = 3 females per experiment; mean age = 9 weeks) (Jackson Laboratory, 002014), *Firre* WT/CD45.2 (*n* = 3 females per experiment mean age = 8.9 weeks), and ∆*Firre*/CD45.2 (*n* = 3 females per experiment; mean age = 8.6 weeks). Bone marrow was lineage-depleted according to the manufacturer's protocol (MiltinyiBiotec, 130-042-401), and cell marker surface staining was performed (as described for bone marrow in the Flow-cytometry analysis section). Red blood cells were then lysed for 15 min at room temperature using BD Pharm Lyse (BD, 555899). Cells were washed twice in 1x Hank’s balanced salt solution (HBSS) (Gibco, 14025092) with 5% FBS and 2 mM EDTA. We then double-sorted lineage-depleted cells for an HSC-enriched population (Live, Lin^-^Sca1^+^c-Kit^+^CD34^+-^CD135^-^) into HBSS with 2% FBS using FACS (BD Aria). Recipient mice, PepBoy/CD45.1 (*n* = 10 males per experiment; mean age = 8.6 weeks), were lethally irradiated using a split 9.5γ split dose (3 h apart). *Firre* WT and ∆*Firre* HSCs were separately mixed at a 1:1 ratio with PepBoy/CD45.1 HSCs. In total, 100 μl containing 4000 mixed cells were transplanted by retro-orbital injection using 30-gauge insulin syringes (BD, 328411) into lethally irradiated recipients. Forty-eight hours post transplant, 100,000 helper marrow cells from male PepBoy/CD45.1 were transplanted by retro-orbital injection into each experimental PepBoy/CD45.1 male recipient mouse. After transplantation, mice were maintained on antibiotic-containing water (0.4% sulfamethoxazole/0.008% trimethoprim) for 4 weeks, and then switched to automatic watering of reverse osmosis deionized water chlorinated at 2 ppm.

### MEF preparations and culture

We generated *Firre* WT, *Firre* knockout, and *Firre*^rescue^ MEFs at E13.5 from intercrosses between male *Firre*^-/y^ with female *Firre*^+/−^ and male *Firre*^rescue^ with female *Firre*^−/−^. Individual embryos were dissected into 1x phosphate-buffered saline (PBS) and were eviscerated, and the head, forelimbs, and hindlimbs were removed. Embryo carcasses were placed into individual 6 cm^2^ tissue culture plates containing 1 mL of pre-warmed 37 °C TrypLE (Thermo Fisher, 12604013) and were incubated at 37 °C for 20 min. Embryos were dissociated by gently pipetting using a P1000 tip and MEF media was added. Cells were cultured for 5–7 days, and cryostocks of individual lines were generated. Subsequent experiments were performed from thaws from the cryostocks up to passage 3. MEFs were genotyped for *Firre* WT, knockout, rtTA, tg(*Firre*), and sry alleles. MEF culture media: 1x Dulbecco’s modified Eagle’s medium (DMEM) (Invitrogen 11965-118), 10% FBS (Gibco, 10082139), L-glutamine (Thermo Fisher, 25030081), and penicillin/streptomycin (Thermo Fisher, 15140122).

### *Firre* FISH probe design and RNA FISH

*Firre* oligo probes were designed using Primer3 (http://frodo.wi.mit.edu/primer3/), and synthesized by Integrated DNA Technologies. After Amine-ddUTP (Kerafast) was added to 2 pmol of pooled oligos by terminal transferase (New England Biolabs), oligos were labeled with Alexa647 NHS-ester (Life Technologies) in 0.1 M sodium borate. *Firre* RNA FISH was performed on *Firre* WT, ∆*Firre*, and *Firre*^rescue^ MEFs which were plated at a density of 50,000 cells per well onto round glass coverslips in a 24-well plate. *Firre*^rescue^ MEFs were cultured with either 2 µg/mL dox (Sigma, D9891) or vehicle (ddH_2_O) for 24 h. Replicate wells were processed for either RNA FISH or to isolate RNA for *Firre* induction analysis by qRT-PCR. For RNA FISH, cells grown on glass coverslips were rinsed with 1x PBS and then fixed in 4% paraformaldehyde for 10 min at room temperature. Cells were permeabilized with 0.5% Triton X-100 in 1x PBS for 3 min at room temperature and then washed two times with 1x PBS for 5 min at room temperature. Cells were then dehydrated in a series of increasing ethanol concentrations. Six labeled oligo probes were added to hybridization buffer containing 25% formamide, 2X SSC, 10% dextran sulfate, and 1 mg/mL yeast tRNA. RNA FISH was performed in a humidified chamber at 42 °C for 4 h. Cells were washed three times in 2× SSC, and then were mounted for wide-field fluorescent imaging or dehydrated for STORM imaging. Nuclei were counter-stained with Hoechst 33342 (Life Technologies). The following pooled oligos against *Firre* were used: (1) AGCAGCAAATCCCAGGGGCC, (2) TTCCTCATTCCCCTTCTCCTGG, (3) CCCATCTGGGTCCAGCAGCA, (4) ATCAGCTGTGAGTGCCTTGC, (5) TCCAGTGCTTGCTCCTGATG, (6) GCCATGGTCAAGTCCTGCAT.

### *Firre* DNA/RNA and *Xist* RNA co-FISH

Primary MEF cells were trypsinzed and cytospun to glass slides. After brief air drying, cells were incubated in PBS for 1 min, CSK/0.5% Triton X-100 for 2 min on ice, and CSK for 2 min on ice. Cells were fixed in 4% formaldehyde in PBS for 10 min at RT and washed twice in PBS. After dehydrated through series of EtOH washes, cells were subject to hybridization at 37 °C O/N with denatured digoxigenin-labeled *Xist* probe (50% formamide, 2× SSC, 10% dextran sulfate, 0.1 mg/mL CoT1 DNA). Cells were washed in 50% formamide, 2× SSC at 37 °C, and in 2× SSC at RT, three times each. RNA FISH signal was detected by incubating FITC-labeled anti-digoxygenin antibody (Roche) in 4× SSC, 0.1% Tween-20 at 37 °C for 1 h and followed by washing in 4× SSC, 0.1% Tween-20 at 37 °C three times. Cells were fixed again in 4% formaldehyde in PBS for 10 min and washed twice in PBS. Cellular RNAs were removed by RNase A (Life Technologies) in PBS at 37 °C. After dehydrated through series of EtOH, cells were sealed in hybridization buffer (50% formamide, 2× SSC, 10% dextran sulfate, 0.1 mg/mL CoT-1 DNA) containing Cy3-labeled *Firre* probe (Fosmid WI-755K22). Chromosomal DNA and probes were denatured at 80 °C for 15 min and allowed to renature by cooling down to 37 °C O/N. Cells were washed in 50% formamide, 2× SSC at 37 °C and in 2× SSC at RT, three times each. Nuclei were counter-stained with Hoechst 33342 (Life Technologies). Imaging was performed on a Nikon 90i microscope equipped with a 60X/1.4 N.A. VC objective lens, Orca ER camera (Hamamatsu), and Volocity software (Perkin Elmer). All probes were prepared by nick translation using DNA polymerase I (New England Biolab), DNase I (Promega), and Digoxigenin-dUTP (Roche), or Cy3-dUTP (Enzo Life Sciences).

### Skeletal preparations

WT and ∆*Firre* E18.5 embryos were dissected and eviscerated. Samples were fixed in 100% ethanol for 24 h at room temperature. Embryos were then placed in 100% acetone for 24 h at room temperature and then incubated in staining solution (0.3% alcian blue 8GS (Sigma) and 0.1% Alizarin Red S (Sigma) in 70% ethanol containing 5% acetic acid) for 3 days at 37 °C. Samples were rinsed with distilled water and then placed in 1% potassium hydroxide at room temperature for 24 h. Samples were cleared in a series of incubations with 1% potassium hydroxide in 20%, 50%, and 80% glycerol. Skeletal preparations were placed in 80% glycerol/1x PBS and imaged using a Nikon D7000 camera with a Nikon 28-105 macro lens. Images were captured in the Nikon Electronic Format (NEF), and were processed in the Adobe Camera Raw plugin where exposure and temperature adjustments were applied to all like images.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Reporting Summary

Source Data

## Data Availability

RNA-sequencing data is available at Gene Expression Omnibus under the accession numbers GSE125683 and GSE83631. The data that support the findings of the study are available from the corresponding author upon request.

# Supplementary material for: The Firre locus produces a trans-acting RNA molecule that functions in hematopoiesis
**Source:** Nat Commun. 2019 Nov 13;10:5137. doi: 10.1038/s41467-019-12970-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differential gene expression in midbrain tissue from E11.5 wild-type and  $\Delta$ Firre embryos.

File Name: Supplementary Data 2

Description: Differential gene expression in forebrain tissue from E11.5 wild-type and  $\Delta$ Firre embryos.

File Name: Supplementary Data 3

Description: Differential gene expression in presomitic mesoderm tissue from E11.5 wild-type and  $\Delta$ Firre embryos.

File Name: Supplementary Data 4

Description: Differential gene expression in lung tissue from E11.5 wild-type and  $\Delta$ Firre embryos.

File Name: Supplementary Data 5

Description: Differential gene expression in hindlimb tissue from E11.5 wild-type and  $\Delta$ Firre embryos.

File Name: Supplementary Data 6

Description: Differential gene expression in forelimb tissue from E11.5 wild-type and  $\Delta$ Firre embryos.

File Name: Supplementary Data 7

Description: Differential gene expression in liver tissue from E11.5 wild-type and  $\Delta$ Firre embryos.

File Name: Supplementary Data 8

Description: Differential gene expression in heart tissue from E11.5 wild-type and  $\Delta$ Firre embryos.

File Name: Supplementary Data 9

Description: Differential gene expression in male CLPs from wild-type and  $\Delta$ Firre.

File Name: Supplementary Data 10

Description: Differential gene expression in male CLPs from  $\Delta$ Firre and  $\Delta$ Firre; Firre<sup>rescue</sup>.

# Supplementary material for: The Firre locus produces a trans-acting RNA molecule that functions in hematopoiesis
**Source:** Nat Commun. 2019 Nov 13;10:5137. doi: 10.1038/s41467-019-12970-4
**Supplement:** Supplementary file 14 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

FACS Diva Software (BD) was used to collect cells by fluorescence activated cell sorting.

Data analysis

FlowJo software 10.4.1 (Treestar) used for flow cytometry analysis. Prism 6.0h (GraphPad) was used to generate graphs and perform statistical analysis. Publicly available software: FeatureCounts v1.6.2, DESeq2 v1.14.1, fdrtools v1.2.15, TopHat v2.1.1, Cufflinks v2.2.1 and Cuffdiff were used in RNA-sequencing analyses.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-sequencing data is available at Gene Expression Omnibus under the accession numbers GSE125683 and GSE83631. The data that support the findings of the study are available from the corresponding author upon request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. For RNA-seq experiments, the sample size was determined based on what is currently accepted in the literature (n>3 per group). For in vivo animal experiments, we estimated the sample size based on our pilot experiments, previous work, and by careful assessment of the literature. |
| Data exclusions | Samples with technical failure during processing for cytokine assessment or flow cytometry were excluded from analyses.                                                                                                                                                                                                                               |
| Replication     | Data are representative of multiple independent experiments.                                                                                                                                                                                                                                                                                          |
| Randomization   | Mice of different genotypes were assigned a number at the tissue collection date and were identified as the number throughout data collection and data analysis for experiments involving cell analysis by flow cytometry and cytokine analysis.                                                                                                      |
| Blinding        | At the tissue collection stage for experiments involving cell analysis by flow cytometry and cytokine analysis, investigators referenced individual mice by assigned number.                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The antibodies used in this study are also listed and described in the methods under the section titled Flow Cytometry Analysis. Alexa Fluor 700 anti-mouse CD8a clone 53-6.7 (Biolegend, 100730), PE/Dazzle-594 anti-mouse CD4 clone GK1.5 (Biolegend, 100456), APC anti-mouse CD19 clone 6D5 (Biolegend, 115512), Alexa Fluor 488 anti-mouse NK-1.1 clone PK136 (Biolegend, 108718), PE anti-mouse CD3 clone 17A2 (Biolegend, 100205), TruStain FcX (anti-mouse CD16/32) clone 93 (1:50) (Biolegend, 101319), Pacific Blue anti-mouse CD45.2 clone 104 (Biolegend, 109820), PerCP anti-mouse CD45.1 clone A20 (Biolegend, 110726), Fluor 488 anti-mouse CD25 clone PC61 (Biolegend, 102017), PE/Cy7 anti-mouse/human CD44 clone IM7 (Biolegend, 103030), PE anti-mouse TCR $\beta$ chain clone H57-597 (Biolegend, 109208), APC anti-mouse/human CD45R/B220 clone RA3-6B2 (Biolegend, 103212), eFluor 450 anti-Mouse CD69 clone H1.2F3 (Invitrogen/eBioscience, 48069182), Alexa Fluor 700 anti-Mouse CD16/CD32 clone 93 (Invitrogen/eBioscience, 56-0161-82), PE/Cy7 anti-mouse CD127 (IL-7R $\alpha$ ) clone A7R34 (Biolegend, 135014), Alexa Fluor 488 anti-mouse CD117 (c-Kit) clone 2B8 (Biolegend, 105816), PE/Dazzle-594 anti-mouse Ly-6A/E (Sca-1) clone D7 (Biolegend, 108138), APC anti-mouse CD34 clone HM34 (Biolegend, 128612), PE anti-mouse CD135 clone A2F10 (Biolegend, 135306), and Pacific Blue anti-mouse Lineage Cocktail clones 17A2/RB6-8C5/RA3-6B2/Ter-119/M1/70 (Biolegend, 133310) |
| Validation      | Antibodies specific for the required antigens / epitopes were purchased from commercial vendors. Specific clones were chosen based on use in the literature, our own pilot studies, and by the product data sheets.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                       |
|--------------------|-----------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Mouse strains for experiments in this study are described in Methods under the section titled Firre Mouse Strains and |
|--------------------|-----------------------------------------------------------------------------------------------------------------------|

|                         |                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Genotyping, and information is also indicated in the figure legends. Mouse strains used in this study: C57BL6/J (JAX); B6.C-Tg(CMV-Cre)1Cgn/J (Jackson Lab, 006054); Firrefloxed (029931, Jackson Lab); ΔFirre (030038, Jackson Lab); tg(Firre) (C57BL6/J); PepBoy/CD45.1 (Jackson Laboratory, 002014) |
| Wild animals            | Not applicable                                                                                                                                                                                                                                                                                         |
| Field-collected samples | Not applicable                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | The Institutional Animal Care and Use Committee (IACUC) is the standing committee on animals in research at Harvard University.                                                                                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                  |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Cells were isolated from the peripheral blood, bone marrow, and thymus and prepared as described in the Methods under the section titled Flow Cytometry Analysis.                                |
| Instrument                | LSR-II (BD Biosciences) and Aria II (BD Biosciences)                                                                                                                                             |
| Software                  | FACS Diva software (BD) was used during FACS and FlowJo software 10.4.1 (Treestar) was used for cell analysis.                                                                                   |
| Cell population abundance | <i>Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.</i>                             |
| Gating strategy           | Cell populations are defined in the relevant figures and legends. Gating strategy provided in supplementary figures and described in the methods section under the title Flow Cytometry Analysis |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

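CLPs sorted from the bone marrow of 4 WT, 4 ∆*Firre*, and 4 dox-fed *Firre* rescue male mice were sequenced by the authors, 1 library per mouse. The authors trimmed the paired-end reads, mapped them to mm10 with TopHat, and counted them per gene of the Gencode annotation with FeatureCounts. The deposited table holds TPM for 47643 genes in 12 libraries, made by the authors from reads per gene divided by gene length and scaled to the same total in each library. The authors called genes with DESeq2 on counts and took p-values from fdrtools. The strand and multi-mapping settings and the gene length behind TPM are not given in the paper's text. The table was used as deposited, and genotype and treatment were taken from the sample descriptions.

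Because a TPM value is a whole number of reads times a factor of the library and the gene, the reads were recovered from the spacing of the values. Of the values above 0, 98.2% came to whole reads, and 99.4% of the genes tested had whole reads in every library. Mean counts made from the recovered reads lay within 1% of the paper's mean count for 1988 of 1990 genes of Supplementary Data 9 and for 1997 of 1999 genes of Supplementary Data 10. Recovered reads per library ranged from 10991150 to 32574040. They were used for the depth of each library and for the alternatives named below, not for the main test, since the deposited unit is TPM. In the smallest library, 1 read on a gene of 1 kb is worth 0.284 TPM. Reads without molecular identifiers are not independent molecules, so read numbers cover counting error only.

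Genes with a mean TPM of at least 1 over the 12 libraries were tested, 14479 in number, of which 13294 carry a gene name. Values were set to log2(TPM + 1) and fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), with the 3 groups in one fit. The comparisons were ∆*Firre* against WT, *Firre* rescue against ∆*Firre*, and *Firre* rescue against WT. P-values were two-sided and adjusted by the Benjamini-Hochberg method, and genes were called at an adjusted p of 0.1 or less. *Firre* and the summed TPM of 118 immunoglobulin variable region genes were also compared by exact permutation tests over all 70 labelings of 8 libraries, whose smallest p is 0.0286. Overlaps of lists were tested with Fisher's exact test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1 was used for these tests.

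Genes were named by a rule: every gene the paper names for CLPs in its text or in Fig. 4f, the neighbors of *Firre* in Fig. 4g, the immunoglobulin variable region genes among the paper's list, and in each comparison the 3 genes with the largest rise and the 3 with the largest fall among called genes whose libraries did not overlap between groups. Mouse numbers shared by WT and ∆*Firre* libraries (8 and 11) and the 2 ranges of library numbers come from the sample labels. The paper describes no pairing of mice, so neither was used as a block in the test reported, and both were tried as blocks.

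Counts of called genes and fits of single genes were recomputed under other settings. These were a pseudocount of 0.1 or 5, no filter, a mean TPM of at least 5, and TPM rescaled by the median ratio between libraries. Quantile normalization was also run, as were TPM recomputed without *Firre*, ribosomal protein, mitochondrial, and immunoglobulin genes. Further settings were only the groups compared in the fit, no trend, a robust trend, and an empirical null estimated from the central 75% of the statistics. The rest were an adjusted p of 0.05, both blocks, each library left out in turn, and the ∆*Firre* libraries divided between the comparisons. The exact permutation tests were rerun only with a pseudocount of 0.1 and with each library left out. Those of the summed immunoglobulin genes were also rerun on heavy-chain genes alone and without the gene of highest mean TPM. Chosen after seeing the data were limma-voom on the recovered reads, a correction of each library for exon GC content by splines with 4 degrees of freedom, the same with the block, and a correction for exon length. GC content and length came from an older annotation joined by gene identifier, which covers 13086 of the genes tested (90.4%). Positions came from the gene table of GRCm38, the build the authors mapped to.

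The fit was tested on simulated data with 4 libraries per group and the same spread between replicates for every gene. In these data, 200 genes at 5 TPM or more in WT were changed 2-fold. The fit called 147 of them (73.5%) and 24 unchanged genes, and 1 gene when no gene was changed. Lower genes and smaller changes were not covered. With a GC bias added to 1 group, 1268 unchanged genes were called before and 47 after the correction for GC content. The empirical null called 124 of the 200 and limma-voom 165. GO terms, flow cytometry, cytokines, and the embryonic tissues were not analysed here.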

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

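In this part, both tests of the reads behind *Scarna3a* and those of the immediate early genes and of *Fam46c* were chosen only after the result was seen, as was the way the marker genes were compared. The groups, the main test, and the rule for named genes were set before the data were examined.

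Single libraries stood apart from the other 3 of their group in 9 of the 86 sets of 4 values compared, where chance gives 4.3. For *Lyl1*, *Firre* rescue replicate 2 was at 7.07 on the scale of log2(TPM + 1), with the others between 7.72 and 7.82. *Gm24187* was at 6.48 in the same library, against 8.79 to 9.17. *Ighv1-64* was at 5.48 in WT replicate 8, against 1.03 to 1.43. In WT replicate 6, *mmu-mir-689-2* was at 4.28, with the others at 0, and in ∆*Firre* replicate 11 it was at 4.44, with the others at 0. In ∆*Firre* replicate 8, *Prss34* was at 10.92, against 10.42 to 10.47, ENSMUSG00000095025.1 was at 3.40, with the others at 0, and 19098 genes were above 0, against 17910 to 18009. With 9 where chance gives 4.3, no cause was tested for these libraries, and the design gives no condition within a group that would offer a biological explanation.

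*Scarna3a* was at 2.00 in WT replicate 6 and at 0 in the other WT libraries, a value that rests on 2 reads. The gene, with a recovered length of 140 bases, had at most 10 reads in any library, and was listed at 0 in all *Firre* rescue libraries. It was 1 of 3 genes called between ∆*Firre* and WT, in 4 of 4 ∆*Firre* libraries above every WT library, with a log2 fold change of 3.06. It was not called in 11 of the 12 fits that each left out one library, with an adjusted p from 0.00129 to 0.355 across them. The reads sum to 33 in ∆*Firre* and 2 in WT libraries of similar depth. Counting error alone was set against this by an exact binomial test on the summed reads, whose p times the number of genes tested was 0.00191, so that it was not the whole explanation, as far as reads are independent. Few reads on a short gene, with at most 10 in a library, lie at the bound set for that test, and the pattern cannot be told apart from an effect of so few reads.

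Genes outside those the paper discusses also stood apart. Of 10 immediate early genes listed beforehand, 9 were tested and 8 were higher in every *Firre* rescue library than in every WT and ∆*Firre* library, against 2.81% of all genes tested and 0.202% by chance. Their median log2 fold change was 1.94 between *Firre* rescue and WT and −0.03 between ∆*Firre* and WT. Handling or sorting of the *Firre* rescue mice in another session is a candidate explanation, and the 8 genes moved together as it would have them. The *Firre* rescue libraries form a library number range of their own, so an effect of transgenic *Firre* RNA or of dox cannot be told apart from it.

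Of 14 genes listed as markers of antibody-secreting cells, 13 were tested and 2 were higher in every ∆*Firre* library than in every WT library. RNA from such cells among the sorted CLPs is a candidate source of the immunoglobulin transcripts, which were higher in ∆*Firre* and lower in *Firre* rescue libraries. The median change of the marker genes between *Firre* rescue and ∆*Firre* was −0.59, at percentile 0.06 of 10000 lists drawn at the same mean TPM, and between ∆*Firre* and WT it was 0.22, with 0 of the 10000 lists as high. Single markers did not all change alike. *Mzb1* and *Sdc1*, named after their values were seen, rose between *Firre* rescue and ∆*Firre* (1.34 and 0.68, limma adjusted p = 0.0061 and 0.0271). Called lower were *Jchain* (−6.23), *Tnfrsf17* (−2.91), *Derl3* (−1.95), *Prdm1* (−1.57), *Txndc5* (−0.88), *Xbp1* (−0.60), and *Sec11c* (−0.37), with limma adjusted p from 0.0015 to 0.0197. No other marker of this set was called in that comparison. Within groups, however, the deviations of the marker genes did not follow those of the kappa constant gene over the 12 libraries (r = 0.035, permutation p = 0.914, rho = 0.112, permutation p = 0.752, and r = 0.51 without the 2 libraries farthest from the median). The relation to *Fam46c*, whose level follows the same group pattern, was r = −0.131 (permutation p = 0.849, rho = −0.161). These were 2 of 3 relations computed, with an adjusted p of 0.914 for each r. The tests point different ways, so a source in antibody-secreting cells is not settled.

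For markers of mature B cells, 6 of which were tested, the median change between *Firre* rescue and ∆*Firre* was at percentile 6.26 of the lists, and the deviations within groups had r = −0.166 with the kappa constant gene (permutation p = 0.743, rho = 0.0839). Neither test pointed to mature B cells as the source. The 8 markers of common lymphoid progenitors had a median log2 fold change of −0.0036 between ∆*Firre* and WT, at percentile 81.3 of the lists. Of these, 0 were higher in every ∆*Firre* library than in every WT library. Between *Firre* rescue and WT their median was 0.21, at percentile 96.2. There *Rag1* and *Ebf1*, named after their values were seen, were called higher (0.85 and 0.99, limma adjusted p = 0.0039 and 0.0042). *Kit* was called lower (−0.40, limma adjusted p = 0.0373). A change within the ∆*Firre* progenitors was not tested further, and no biological explanation is put forward while a source in other cells is not settled.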

How the results depend on the processing

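The alternatives were set before the data were examined, except for limma-voom, the corrections for GC content and length, and the block combined with the GC correction, which were chosen after seeing the data. The absence of a called neighbor of *Firre* held under every alternative run, although no split of the WT and ∆*Firre* libraries gave a called neighbor either. The summed immunoglobulin variable region genes kept their direction under each alternative run for them. Their exact p of 0.0286 is the smallest these designs allow and could not fall further. The fall of *Firre* in ∆*Firre* kept its direction in all and its call in all but limma-voom. Its rise in *Firre* rescue over WT kept its direction in all and its call in all but the empirical null. *Firre* and the immunoglobulin genes have no value with TPM recomputed without them, and genes under a stricter filter, such as *Maoa*, have none there.

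Between ∆*Firre* and WT, 3 genes were called, and 6 with no filter and 1 with only the groups compared in the fit. With limma-voom 0 were called, as after TPM were recomputed without *Firre*, ribosomal protein, mitochondrial, and immunoglobulin genes. An unadjusted p under 0.05 was found for 1322 genes with only the groups compared, 670 with the recomputed TPM, and 357 with limma-voom. Of the genes called in this comparison, 3 were called in the opposite direction between *Firre* rescue and ∆*Firre*, and 5 with no filter, 1 with only the groups compared, 0 with the recomputed TPM, with the empirical null, and with limma-voom, and 1 in 4 of the 6 divisions of the ∆*Firre* libraries. Except with the recomputed TPM, *Firre* was not left out of these counts, although it changes back by design. With the empirical null, 0 genes were called between *Firre* rescue and ∆*Firre* and 0 between *Firre* rescue and WT, where 421 and 470 had an unadjusted p under 0.05, and 0 of the paper's 89 genes were called back. *Firre* between *Firre* rescue and WT stayed at 1.75 but had an adjusted p of 0.961 there, within a range of 0.00139 to 0.961. The spread of the null was 2.01 and 1.93 in these comparisons, and on simulated data this setting called 124 of 200 changed genes, against 147 without it. At an adjusted p of 0.05, 2682 genes were called between *Firre* rescue and ∆*Firre*. With only the groups compared, 2263 were called between *Firre* rescue and WT. After the GC correction, 30 of the paper's 89 genes were called back, where 70 had been. With limma-voom, *Firre* between ∆*Firre* and WT was at −11.21 with an adjusted p of 1.00, within a range of 8.46e-08 to 1.00. The recomputed TPM leave out *Firre* and *Ighv1-69*, which were 2 of the 3 genes called, so that of these 3 *Scarna3a* alone could still be called with it, and was not. The effect of the GC correction on the listed genes is taken up among the other observations. For the other settings, the cause was not tested.

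No value that reversed was called as reported. *Icos* between *Firre* rescue and WT (−0.16) was at 0.026 with the median ratio, 0.030 with quantile normalization, 0.037 with limma-voom, and 0.019 with the GC correction. *Mbnl3* between ∆*Firre* and WT (−0.035) was at 0.031, 0.040, and 0.026 with the median ratio, quantile normalization, and the recomputed TPM, and at 0.0040 with the length correction. *Rap2c* (−0.074) was at 0.0063 with limma-voom, and *Stk26* (0.013) at −0.046 with the GC correction, with and without the block. *Lyl1* and *Ctbp1* between *Firre* rescue and WT (0.38 and 0.24) were at −0.26 and −0.13 with the GC correction. The cause was not tested.

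Across the 12 fits that each left out one library, from 1 to 5 genes were called between ∆*Firre* and WT, from 2809 to 4401 between *Firre* rescue and ∆*Firre*, and from 2642 to 4319 between *Firre* rescue and WT. From 1 to 5 genes were reciprocal among the calls made here, and from 62 to 71 among the paper's 89. *Maoa* between *Firre* rescue and WT ranged from −0.088 to 0.20, *Mbnl3* between ∆*Firre* and WT from −0.16 to 0.060, and *Stk26* from −0.021 to 0.051. Of 1433 values for single genes over all settings, 119 changed: 79 weaker, 18 stronger, and 22 reversed, the reversed ones given above.

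Rescaling moved the median log2 fold change of all genes between *Firre* rescue and WT from −0.21 to −0.03 (median ratio) or 0.01 (quantile normalization). Among called genes, the share that was higher in *Firre* rescue than in ∆*Firre* was 30.7%, and 50.5% and 53.6% with these settings. Directions counted over all called genes therefore hold relative to the scaling.

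WT and ∆*Firre* libraries with the same mouse number had correlated deviations of −0.04 on average, and 3 genes were called between ∆*Firre* and WT with them as a block, with *Ighv1-50* in place of *Scarna3a*. With the library number range as a block, 4 were called. In the same fits, in which the *Firre* rescue libraries have no partner, 2787 and 3043 genes were called between *Firre* rescue and ∆*Firre* and 2113 and 2406 between *Firre* rescue and WT. Few reads limit short or low genes: 1 read on a gene of 1 kb is worth 0.284 TPM in the smallest library. The fit on simulated data called 73.5% of genes changed 2-fold. Those genes were at 5 TPM or more in WT, so this share covers neither lower genes nor changes smaller than 2-fold.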

Differences from the paper's values

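Of 59 values the paper states that were also computed here, 19 differed, and the 21 group means in its source data differed by at most 4.01e-06. The paper counts 89 genes between ∆*Firre* and WT, and 3 were called here. None of the 14 alternatives set before the data were examined closed the gap. The paper gives p = 2.2e-16 for reciprocal regulation by Fisher's exact test, and 0.0059 was found for the genes called here. None of the 12 alternatives set before the data were examined closed that gap, which concerns the genes called here. All 3 of them changed back, and 0.0059 is the smallest p this test can give for 3 such genes. The gap therefore follows from the number of genes called and cannot show weaker reciprocal change. For the genes in the paper's own list, the same test gave p = 2.08e-37 here.

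The paper's errors below are standard errors of the log2 fold change. For *Firre*, the paper's log2 fold change between ∆*Firre* and WT is −12.67 (1.11), against −4.87 here, and between *Firre* rescue and ∆*Firre* it is 14.82 (1.11), against 6.62 here. None of the alternatives set before the data were examined closed either gap, and with ∆*Firre* listed at 0 the sizes found here are set by the pseudocount. For *Ccnd3* between *Firre* rescue and ∆*Firre*, the paper has 1.14 (0.13), against 0.98 here, and for *Ctbp1* 0.73 (0.10), against 0.60 here. Rescaling by the median ratio (1.10 and 0.72), quantile normalization (1.03 and 0.65), and TPM recomputed without *Firre*, ribosomal protein, mitochondrial, and immunoglobulin genes (1.01 and 0.63) closed both gaps, as did limma-voom, which was chosen after seeing the values (1.12 and 0.72), while the other alternatives apart from leaving out single libraries did not. Leaving out ∆*Firre* replicate 11 or *Firre* rescue replicate 2 closed both, *Firre* rescue replicate 1 that of *Ccnd3*, and ∆*Firre* replicate 12 that of *Ctbp1*.

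For *Rap2c* between ∆*Firre* and WT, the paper has 0.0072, against −0.074 here. None of the alternatives set before the data were examined brought the value to the paper's sign, and rescaling by the median ratio (−0.0045), quantile normalization (−0.016), and the recomputed TPM (−0.011) came closer to 0. The value found here already lies within its standard error, 0.11, of the paper's. Limma-voom, chosen after seeing the values, gave 0.0063. For *Mbnl3*, the paper has 0.014, against −0.035 here. Rescaling by the median ratio (0.031), quantile normalization (0.040), and the recomputed TPM (0.026) closed the gap, as did leaving out WT replicate 6 or 10 or ∆*Firre* replicate 9 and the length correction chosen after seeing the values (0.0040), and the other alternatives did not.

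Between ∆*Firre* and WT, the paper's log2 fold changes for variable region genes were 24.68 (3.68) for *Igkv4-63*, against 4.06 here, 7.39 (1.64) for *Igkv4-74*, against 3.24, 8.70 (2.47) for *Ighv2-3*, against 3.27, 5.50 (1.77) for *Ighv9-1*, against 2.16, and 10.35 (3.34) for *Igkv4-53*, against 4.74. Between *Firre* rescue and ∆*Firre*, they were −9.04 (1.64) for *Igkv4-74*, against −3.40, −8.44 (1.86) for *Ighv9-1*, against −2.62, and −12.00 (3.34) for *Igkv4-53*, against −4.91. None of the alternatives set before the data were examined, nor any chosen after, closed these 8 gaps. *Igkv4-63* and *Ighv2-3* were listed at 0 in all WT libraries and *Igkv4-74*, *Ighv9-1*, and *Igkv4-53* in all *Firre* rescue libraries. The sizes given here for those comparisons are set by the pseudocount and are not estimates of a fold. For them, a gap to the paper's value therefore cannot show a disagreement.

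For *Ighv1-50* between *Firre* rescue and ∆*Firre*, the paper has −7.43 (1.21), against −5.91 here. A pseudocount of 0.1 (−7.59) closed the gap, as did leaving out ∆*Firre* replicate 8 and limma-voom, chosen after seeing the values (−7.38), and no other alternative did. For *Igkv6-23*, the paper has −13.40 (2.50), against −8.72 here, a gap closed by a pseudocount of 0.1 (−12.04) and by limma-voom, chosen after seeing the values (−11.42), and by no other. It was listed at 0 in all *Firre* rescue libraries, so that its size here too depends on the pseudocount. For *Igha*, the paper has −7.47 (1.05), against −8.63 here. A pseudocount of 5 (−7.88), rescaling by the median ratio (−8.51), and quantile normalization (−8.43) closed the gap, as did leaving out ∆*Firre* replicate 9 or 11 or *Firre* rescue replicate 3 or 4, and the other alternatives did not.

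The paper gives *Ccnd3*, *Lyl1*, and *Ctbp1* as significantly lower and *Maoa*, *Fam46c*, and *Icos* as significantly higher in ∆*Firre* than in WT. Here, their directions were the same, with an adjusted p of 0.889 for each, and no setting run called any of them. Over all settings, the fits that each left out one library included, the adjusted p ranged from 0.388 to 1 for *Ccnd3*, 0.299 to 1 for *Lyl1*, 0.430 to 1 for *Ctbp1*, 0.419 to 1 for *Maoa*, 0.377 to 1 for *Fam46c*, and 0.441 to 1 for *Icos*. Of the genes the paper lists in this comparison, *Firre* and *Ighv1-69* were called here. *Ighv1-50* was called in addition with a pseudocount of 5, with either block, and with the block and the GC correction chosen after seeing the values. With WT replicate 10 left out, *Ighv1-50* was called and *Ighv1-69* was not. The text counts 12 neighbors of *Firre*, while the source data of Fig. 4g list 11.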

Other observations

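In this part, the tests of depth, of the p-values in Supplementary Data 9, of GC content and of other splits for the genes that changed back, of other splits for the neighbors of *Firre* and for reciprocal genes among the calls made here, of the basophil, mast cell, and other marker genes, and of sex were chosen only after the result was seen.

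Other splits of the same libraries were fitted in the same way. For ∆*Firre* against WT, 2 of the 12 splits that part both same-numbered pairs gave at least 3 called genes, the real one included, and so did 3 of all 35 splits, with 6 genes as the highest count. The 767 genes at an unadjusted p under 0.05 were the highest of the 35 splits, the next having 613. For *Firre* rescue against ∆*Firre*, 1 of 35 splits, the real one, gave as many as 4043, and the next highest count was 3. For *Firre* rescue against WT, 1 of 35 gave as many as 3512, and the next was 53. For reciprocal genes among the calls made here, 1 of 12 splits gave as many as 3, a share this design cannot bring under 0.05. For the listed genes that changed back, 1 of 35 splits of the ∆*Firre* and *Firre* rescue libraries gave as many as 70, but the others called at most 3 genes in all and could not have reached it, so that this adds nothing on the listed genes. All 12 splits had 0 called neighbors of *Firre*, so that this comparison shows no stability; among its 3 tested neighbors none had an unadjusted p under 0.05. In the *Firre* rescue libraries, 2 of these neighbors were called lower. *Rap2c* fell by 0.60 on the log2 scale against ∆*Firre* (limma adjusted p = 0.0042) and by 0.67 against WT (limma adjusted p = 0.00265), and was called in both comparisons after rescaling by the median ratio (−0.48 and −0.48). *Stk26* fell by 0.36 against ∆*Firre* (limma adjusted p = 0.0163) and by 0.35 against WT (limma adjusted p = 0.0215), and was called in neither after that rescaling (−0.24 and −0.16). With quantile normalization it was called against ∆*Firre* only (−0.32, adjusted p = 0.0423), and with the GC correction against WT only (−0.28, adjusted p = 0.0565). With the GC correction *Rap2c* was called in both (−0.33 and −0.49, adjusted p = 0.0844 and 0.0145). With the same-numbered mice as a block in addition, *Rap2c* was no longer called against ∆*Firre* (−0.36, adjusted p = 0.150).

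Log2 fold changes followed exon GC content across genes, with Spearman's rho of −0.36 for ∆*Firre* against WT, 0.45 for *Firre* rescue against ∆*Firre*, and 0.32 for *Firre* rescue against WT, although genes are not independent replicates. The slope on GC content per 10% was 0.40 higher in *Firre* rescue than in ∆*Firre* libraries (exact permutation p = 0.0286, adjusted 0.0429, with all 4 *Firre* rescue libraries above all ∆*Firre* libraries), 0.26 higher in *Firre* rescue than in WT (exact permutation p = 0.0286), and −0.14 between ∆*Firre* and WT (exact permutation p = 0.0857), 3 comparisons in all. A GC bias of the libraries might therefore lie behind part of these changes. Among the 65 tested genes with a GC value that the paper gives as lower in ∆*Firre*, 61.8% of the median change was kept after the GC correction, so that GC content may account for a part of it and not for all. Among genes with a GC value, 2720 genes were called between *Firre* rescue and ∆*Firre* after the correction and 3725 before, within 1.5 times. Only 1827 genes were called both before and after, so that the totals do not settle how many of the calls rest on GC content. GC content bears on which genes are called, since the share of higher genes among all calls went from 30.7% to 18.8%. A real change of genes that share a high GC content cannot be told apart from a GC bias here.

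Of the listed genes, 30 were called back after the GC correction, against a median of 7 and a highest count of 19 over 10000 lists of the same direction and mean TPM. Before the correction it was 70, against a median of 16 and a highest count of 31. The correction moved no gene without a GC value, and among the 78 listed genes with one the count went from 63 to 23. Those lists were not matched for GC content. Against 10000 lists that also had the same GC content, 62 of the 77 listed genes with a GC value other than *Firre* changed back before any correction, with a median of 31 and a highest count of 47 in the lists. GC content may therefore account for a part of the reciprocal change and not for all of it. Sharing the ∆*Firre* libraries between both comparisons was tested with the first 89 genes of other splits. In the real split, 73 of them changed back, and in the other directed splits that part both pairs between 10 and 68, with a median of 34, so that 1 of 24 gave as many. The shared libraries alone can give a large part of such a count, and whether they give all of it is not settled. The highest other count, 68, lies near 73, and the 24 directed splits come from only 12 undirected ones.

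After the length correction, 4057 genes with a GC and length value were called between *Firre* rescue and ∆*Firre*, against 3725 before, and 3108 were called in the same direction both times. The share of higher genes among all calls went from 30.7% to 21.6%. Exon length thus did not account for the number of calls and bears on which genes they are. The *Firre* rescue libraries held more reads. They had 15140 to 16835 genes above 0, and the others 15472 to 19877, ranges that overlap because of WT replicate 8. With reads drawn down to the smallest library, 14293 to 15791 genes were detected in *Firre* rescue libraries and 15339 to 18754 in the others, and WT replicate 8 again made the ranges overlap. Among the 7298 genes with a mean TPM of at least 20, 2840 were called after the reads were drawn down and 2880 before.

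Genes that mark basophils and mast cells were far lower in *Firre* rescue libraries. Their median log2 fold change between *Firre* rescue and WT was −3.96, and 0 of 10000 lists drawn at the same mean TPM were as low, the smallest count such lists can give. Of the 11 genes, 9 were lower in every *Firre* rescue library than in every other library, against 10.3% of all genes tested and 0.202% by chance. The genes *Prss34* and *Ms4a2*, among the largest falls between *Firre* rescue and WT (−8.11 and −7.34, limma adjusted p = 0.000354 and 6.06e-06), are also markers of these cells. A candidate explanation is that the WT and ∆*Firre* libraries hold RNA from such cells and the *Firre* rescue libraries hold less. For other mature cells, 2 of 8 marker sets, innate lymphoid and natural killer cells, were lower than nearly all of the lists between *Firre* rescue and WT, with 98 and 1 of the 10000 as low. The antibody-secreting cell markers, not counted among the 8, were also low, with 43 lists as low. Another of the 8, the eosinophil set, went the other way, with a median log2 fold change of 0.87 between *Firre* rescue and WT and 4 of the 10000 lists as high. It was as high in ∆*Firre* against WT (0.92, with 3 lists as high). It was −0.20 between *Firre* rescue and ∆*Firre*, so that this rise was not particular to the *Firre* rescue libraries. None of its 7 tested genes was called between *Firre* rescue and WT, and *Prg2* and *Ccr3* were lower (−1.05 and −0.62). *Epx*, *Prg3*, *Ear6*, *Ear1*, and *Ear2* were listed at 0 in *Firre* rescue replicate 3. The fall of marker genes in *Firre* rescue libraries therefore took in several kinds of mature cells and not most of the 8 sets. Sorting in another session and an effect of *Firre* RNA on such cells cannot be told apart, since the *Firre* rescue libraries form a library number range of their own.

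The number of genes the paper calls between ∆*Firre* and WT may rest on the rescaling of p-values by an empirical null. With normal p-values taken from the paper's own test statistics in Supplementary Data 9, 4 genes reached an FDR of 0.1 where the paper counts 89. The p-values in that table match a null with a spread of 0.814, and those in Supplementary Data 10 match one of 1. The spread estimated from the statistics computed here was 1.00 between ∆*Firre* and WT.

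All 12 libraries held Y-linked transcripts, between 165 and 298 TPM, and at most 0.238 TPM of *Xist*, so that no library had the pattern of a female mouse.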
